# Cross-talk between AMPK and EGFR dependent Signaling in Non-Small Cell Lung Cancer

**DOI:** 10.1038/srep27514

**Published:** 2016-06-09

**Authors:** Paurush Praveen, Helen Hülsmann, Holger Sültmann, Ruprecht Kuner, Holger Fröhlich

## Abstract

Lung cancers globally account for 12% of new cancer cases, 85% of these being Non Small Cell Lung Cancer (NSCLC). Therapies like erlotinib target the key player EGFR, which is mutated in about 10% of lung adenocarcinoma. However, drug insensitivity and resistance caused by second mutations in the EGFR or aberrant bypass signaling have evolved as a major challenge in controlling these tumors. Recently, AMPK activation was proposed to sensitize NSCLC cells against erlotinib treatment. However, the underlying mechanism is largely unknown. In this work we aim to unravel the interplay between 20 proteins that were previously associated with EGFR signaling and erlotinib drug sensitivity. The inferred network shows a high level of agreement with protein-protein interactions reported in STRING and HIPPIE databases. It is further experimentally validated with protein measurements. Moreover, predictions derived from our network model fairly agree with somatic mutations and gene expression data from primary lung adenocarcinoma. Altogether our results support the role of AMPK in EGFR signaling and drug sensitivity.

Lung cancer is the second most prevalent cancer in both men and women and accounts for 12% of all new cases of cancers reported worldwide^1^. It caused about 1.5 million deaths globally in 2010^2^ and is the leading cause for cancer deaths^3^. Non small cell lung cancer (NSCLC) is a category of lung cancer in which malignant cells are formed in lung tissues. About 85% of lung cancers are NSCLC, including 40% lung adenocarcinoma (ADC)^4^. Like most types of cancer, lung ADCs are often perceived as a disease resulting from errant inter and intra-cellular communications manipulated by key signaling molecules. Being a highly heterogeneous malignancy, it is important to understand the etiology and pathogenesis of the disease in order to control and treat lung ADCs.

As a critical, disease relevant factor aberrant activation of EGFR dependent signaling has been implicated in lung ADCs^5^,^6^. In consequence several monoclonal antibodies against EGFR have been developed. These include gefitinib (Iressa) and erlotinib (Tarceva). Their efficacy is dependent on L858R/Deletion19 mutation^7^. Many of these therapies induce an initial tumor regression. However, in most cases tumors become insensitive to initial therapies and evolve into more aggressive and resistant phenotypes^8^,^9^. One explanation of the decreased therapeutic benefit is the acquisition of second EGFR mutations, which make cells drug resistant^10^. For example, a T790M mutation occurs in more than 50% of EGFR-mutant lung cancers^11^.

To overcome such treatment failures new targeted therapies need to be developed, possibly within a combinatorial or poly-pharmacological approach^12^,^13^. The reason is that most likely alternative cell signaling molecules are responsible for drug insensitivity and drug resistance. A recent study has shown that activation of AMPK sensitizes EGFR wildtype H1299 cells and xenografts to erlotinib treatment^14^. This synergistic effect was less obvious in EGFR mutated tumor models that may be due to endogenous AMPK activity and solely EGFR TKI (Tyrosine Kinase Inhibitor) sensitivity. This raises the question about possible molecular mechanisms.

In this study we thus focused on the interplay between the AMPK and EGFR dependent signaling cascades in lung ADC. Accordingly, we reconstructed and subsequently validated a network of 20 genes that were associated with erlotinib response or harbor mutations in lung cancer xenograft models^14^. The approach for network reconstruction is based on single siRNA based knockdowns of each gene in the H1650 cell line (EGFR, delE746-A750) and subsequent gene expression profiling. Based on these data we employed Nested Effects Models (NEMs) as a statistical learning approach to unravel key elements of the interplay between AMPK and EGFR dependent signaling^15^. The resulting network is then validated using protein expression data in cell lines and lung ADC patient data (RNAseq plus somatic mutations) from The Cancer Genome Atlas (TCGA), demonstrating the relevance of our findings.

## Results

### Experimental Data

A list of 20 genes was compiled, for which protein expression was associated with EGFR TKI response in patient-derived lung cancer xenografts, or mutations have been observed in these models^14^: In more detail, the proteins coding for mTOR, PRKAA1, RAF1, RPS6KA1, and RPS6KAB1 were differentially expressed in RPPA analysis of NSCLC xenograft models^14^. For the genes BCL10, ESPL1, ITGB4, LEPR, TRUB2, and WDR3 mutations were identified across the same NSCLC xenografts (unpublished data). The remaining genes EGFR, GSK3A, GSK3B, PIK3C3, PRKAB1, SRC, STK11, TSC1, and TSC2 were individually selected from EGFR/ERBB/AMPK signaling pathways (KEGG^16^).

Table 1 shows a characterization of our 20 genes in terms of their Gene Ontology annotation (biological processes), demonstrating an involvement of all proteins into biological processes that are associated with tumor development and cell growth (see full Gene Ontology annotation in file S5).

Targeted siRNA-based knockdown experiments were performed in triplicates for each of these 20 genes in H1650 cells (EGFR mutated). 

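H1650 is a lung adenocarcinoma cell line that carries an EGFR mutation. Each of the 20 genes was silenced with siRNA at 40 nM, and 3 arrays were measured per knockdown. RNA was taken 72 h after transfection according to the results, and 48 h according to the methods and the sample labels. Another 12 arrays held controls. Batch 1 had 3 mock-transfected samples and 3 with a control siRNA named AllStar, beside the knockdowns of BCL10, EGFR, ESPL1, ITGB4, MTOR, PRKAA1, PRKAB1, RPS6KB1, SRC and WDR3. Batch 2 had 3 mock-transfected samples and 3 with a control siRNA named DNTC, beside the knockdowns of GSK3A, GSK3B, LEPR, PIK3C3, RAF1, RPS6KA1, STK11, TRUB2, TSC1 and TSC2. How the triplicates relate to separate cultures is not described, so the p-values measure the spread between these samples.
For each of the 72 arrays, the authors deposited the signal of 47323 probes as an intensity on a linear scale, without background subtraction or normalization, with a detection p-value for each probe. The median signal of an array ranged from 116 to 143 in batch 1 (median 129) and from 94.2 to 127 in batch 2 (median 113). Between 34.5 and 41.2% of probes lay above background on an array (median 39.0%). A further deposited table holds intensities that the authors normalized, by a method not stated beside it. The array medians of that table lie between 126 and 130 in batch 1 and between 110 and 118 in batch 2, so the batches are not aligned in it.
From the raw signals, background was corrected with limma's neqc function at an offset of 16, followed by quantile normalization and log2. The test covered the 30816 probes detected on at least 3 arrays. One limma model of all arrays with 21 sample types and the batch as terms compared each knockdown with the 6 controls of its own batch, and p-values were adjusted within each knockdown (Benjamini-Hochberg). Changes of a gene are given as log2 fold changes against these controls. The number of arrays limits the precision. Data were simulated on the PRKAA1 comparison, with noise drawn for each probe alone. There, 28.4% of 67 probes changed by 0.5 on the log2 scale were called at an adjusted p under 0.05, 83.6% of 67 changed by 1 and 100% of 66 changed by 2. The arrays lay on 6 chips of 12. Only the knockdowns of ITGB4, MTOR, PIK3C3 and STK11 shared a chip with controls of their batch. For the other 16 knockdowns, the controls give no measure of an effect of the chip, and knockdowns on the same chip are the only other comparison. In addition, 19 lists of genes with a known function were fixed in advance, after the gene names in supplementary file S1 had been read. Each list was tested in each knockdown with camera at a preset correlation of 0.01, adjusted over the 380 tests.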

The efficiency of each gene knockdown with respect to transcript reduction was verified by qPCR to be >70% compared to non-template controls (Figure 1 in S2 and data in S3 and S4). 72 h after siRNA transfection genome-wide expression profiling was performed. The expression measurements were done in two batches, and all experiments were done in triplicates using the Illumina Whole-Genome Gene Expression Bead Array Chips^17^. The data, exported from the Illumina BeadStudio, is available via the GEO (Gene Expression Omnibus) database (GSE69747). The lumi package^18^ was used to read in and preprocess the data for further analysis, including quantile normalization. To get rid of the batch effect we used the ComBat function from sva package^19^ (Figure 2 in S2).

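Mock-transfected cells of the 2 batches differed in genes of the interferon response, antigen presentation, cell junctions, amino acid synthesis, ribosome biogenesis and heat shock. Before any batch adjustment, 8231 of 30816 probes differed between the 3 mock samples of batch 2 and the 3 of batch 1 at an adjusted p under 0.05 from limma (4165 higher and 4066 lower in batch 2). Of these, 790 differed by more than 1.5 on the log2 scale, and 129 of the 790 are among the genes of supplementary file S1. Interferon-stimulated genes, many of which encode antiviral proteins, were higher in batch 2 (mean log2 difference 2.27). Of 38 measured, 34 were higher and none was lower (34 when adjusted over the list alone). MX1, a GTPase that blocks viruses, had a log2 signal of 11.70 ± 0.07 (SD, n = 3) in batch 2 and 6.59 ± 0.32 (SD, n = 3) in batch 1. IFI27 differed by 5.36 (SE 0.19, adjusted p = 1.42e-29) on the log2 scale. For MHC class I and the immunoproteasome, which present antigens, 10 of 14 genes were higher (10 when adjusted over the list alone) and the mean log2 difference was 0.66. B2M, the light chain of MHC class I, differed by 1.14 (SE 0.11, adjusted p = 2.16e-12). For epithelial junctions and keratins, 15 of 20 genes were higher and 1 was lower (the same counts when adjusted over the list alone), and the mean log2 difference was 1.25. Among them, the E-cadherin gene CDH1 differed by 1.77 (SE 0.14, adjusted p = 1.93e-15). Genes of amino acid synthesis and transport driven by the transcription factor ATF4 were higher as well (mean log2 difference 0.60), with 18 of 24 higher and 1 lower (the same counts when adjusted over the list alone). Asparagine synthetase, ASNS, differed by 1.14 (SE 0.11, adjusted p = 1.61e-12). Genes of ribosome biogenesis were lower (mean log2 difference -0.39), with 17 of 30 lower and 3 higher (22 lower and 3 higher when adjusted over the list alone). Heat shock genes were lower as well (mean log2 difference -0.34), with 9 of 19 lower and 1 higher (the same counts when adjusted over the list alone). These shifts of lists kept an adjusted p of 0.0456 or less with an estimated correlation in camera.
The control siRNAs differed less from the mock transfections. AllStar changed 306 probes (115 higher and 191 lower), 1 of them by more than 1.5, or 142 to 232 on leaving out any 1 array of the comparison. It lowered the histone and mitosis lists (mean log2 differences -0.39 and -0.13) and raised that of cholesterol and fatty acid synthesis (0.12). DNTC changed 12 probes (10 higher and 2 lower), none by more than 1.5. This count rests on single arrays, with 105 without DNTC replicate 3, 0 without mock replicate 2 of batch 2 and 36 with the authors' normalized values. DNTC raised targets of the ERK pathway (mean log2 difference 0.23).

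**Figure D1:**
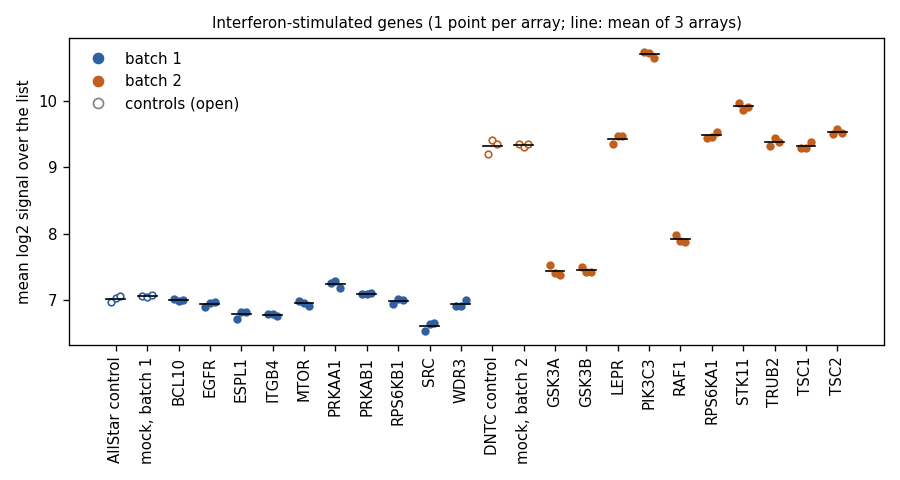
Mean log2 signal over the 38 interferon-stimulated genes (vertical axis) in each group of samples (horizontal axis), with 1 point per array, open points for controls and a line at the mean of 3 arrays. Mock-transfected cells lay at 7.07 in batch 1 and at 9.33 in batch 2, and within batch 2 the knockdowns of GSK3A (7.44), GSK3B (7.45) and RAF1 (7.92) lay lower and that of PIK3C3 (10.69) higher.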

### Differential Expression Analysis

Limma^20^ was used to analyze expression profiles for each of the 20 gene knockdowns (see details in Materials and Methods). Genes with adjusted p-values < 0.05 and absolute log fold change >1.5 were declared as differentially expressed. 

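Among changes of more than 1.5 on the log2 scale, silencing GSK3A, GSK3B or RAF1 mostly lowered genes, and silencing PIK3C3 mostly raised interferon-stimulated genes, whereas 12 of the 20 knockdowns changed fewer than 10 probes. At these thresholds, with log2 taken as the log, the knockdown of GSK3A changed 171 of 30816 probes (9 higher and 162 lower), that of GSK3B 168 (1 and 167) and that of RAF1 165 (12 and 153). PIK3C3 followed with 52 (51 and 1), PRKAA1 with 42 (18 and 24) and MTOR with 41 (22 and 19). These counts depend on the treatment of low signals. Without background correction they were 45 for GSK3A, 44 for GSK3B, 38 for RAF1, 20 for PIK3C3, 7 for PRKAA1 (3 higher and 4 lower) and 11 for MTOR (3 higher and 8 lower). Probes of interferon or MHC genes made up 34 of the changed probes for GSK3A, 35 for GSK3B, 26 for RAF1 and 34 for PIK3C3. At an adjusted p under 0.05 from limma alone, PRKAA1 changed the most probes, 4877 (2577 higher and 2300 lower), ahead of RAF1 with 3896 (1931 and 1965), GSK3A with 3579 (1676 and 1903), GSK3B with 2556 (1169 and 1387) and PIK3C3 with 1584 (666 and 918), so the directions were closer to balanced there. Leaving out 1 array of the knockdown lowered some of these counts, to 2314 for GSK3A, 1649 for GSK3B and 767 for PIK3C3.
BCL10 changed 15 probes, among them FBXW7, which encodes a substrate receptor of a ubiquitin ligase, by -1.69 (SE 0.17, adjusted p = 1.52e-10). The small GTPase gene RHOB rose in the knockdowns of BCL10 by 1.67 and of ITGB4 by 1.73. Silencing ITGB4, the integrin β4 gene, also raised ATF4 targets (mean log2 fold change 0.62). Of these, 17 of 24 were higher and none lower (21 higher and 1 lower when adjusted over the list alone). They include PSAT1, an enzyme of serine synthesis, with 0.97 (SE 0.09, adjusted p = 3.23e-12). Silencing SRC lowered interferon-stimulated genes (mean log2 fold change -0.43), and 15 of 38 were lower and none higher (23 lower and none higher when adjusted over the list alone). MX1 changed by -1.49 (SE 0.16, adjusted p = 1.07e-09) in these cells. The knockdown of STK11, which encodes the AMPK-activating kinase LKB1, passed the thresholds for a probe of OAS2, with 1.82, and for the nuclear receptor gene NR4A2, with 1.63, although regrouping its arrays with the controls gave up to 9 such probes. In this knockdown interferon-stimulated genes were higher (mean log2 fold change 0.59), and 25 of 38 were higher and none lower (32 higher and 1 lower when adjusted over the list alone). RPS6KB1 changed 10 probes, ESPL1 8, EGFR 7, RPS6KA1 6, TSC1 3, LEPR 2, PRKAB1 2 and TRUB2 1. These counts include probes of the silenced gene itself. The 1 probe of TRUB2 (-2.41) and the 2 lower probes of TSC1 (-1.81 and -1.57) are of this kind. So is the only lower probe with LEPR (-1.57) and with PRKAB1 (-2.52). Small counts moved when 1 array was left out, up to 15 for RPS6KA1, 8 for SRC, 7 for TSC1, 5 for STK11, 4 for LEPR and PRKAB1, 3 for TRUB2 and 9 for TSC2. Without background correction RPS6KB1, ESPL1 and EGFR changed 2 probes each, and BCL10 and SRC 1 each. RPS6KA1, TSC1, LEPR, PRKAB1, TRUB2, ITGB4 and STK11 changed none at both thresholds there, although 6412, 4248, 3483, 4175, 3527, 4309 and 3727 probes had an unadjusted p under 0.05 in limma. TSC2 and WDR3 changed none, although 4645 and 3611 probes had an unadjusted p under 0.05 in limma and 835 and 530 an adjusted p under 0.05.

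**Figure D2:**
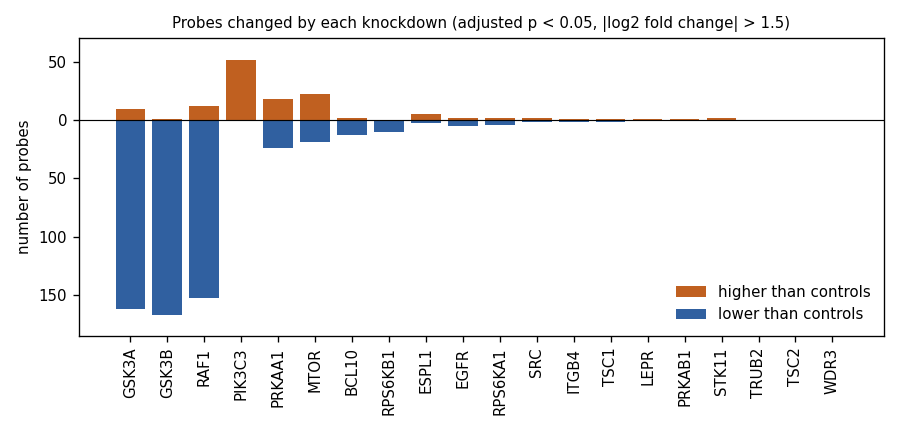
Number of probes (vertical axis) that passed an adjusted p under 0.05 and a log2 fold change beyond 1.5 in each knockdown (horizontal axis), with separate bars for higher and lower probes. GSK3A, GSK3B and RAF1 stand out with 162, 167 and 153 lower probes.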

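The silenced gene itself was read in each knockdown. A log2 fold change of -1 corresponds to a reduction of 50%, and 16 of the 20 target genes had a probe beyond it. Among probes above background on at least 1 knockdown array, the largest falls were those of GSK3B, with -3.46 (SE 0.11, adjusted p = 2.22e-32), and RPS6KB1, with -3.45 (SE 0.09, adjusted p = 6.37e-37). The GSK3B probe was detected on 2 of 3 knockdown arrays, and those of PIK3C3, LEPR and TSC2 given below on 1 of 3, so these lay near background. The RPS6KB1 probe had a log2 signal of 6.39 ± 0.09 (SD, n = 3) in the knockdown and 9.84 ± 0.10 (SD, n = 6) in the controls, so 9.14% of the control level was left. PRKAA1 changed by -3.33 and -2.67 at its probes, SRC by -3.10, MTOR by -3.04, RAF1 by -2.53, PRKAB1 by -2.52, TRUB2 by -2.41, ESPL1 by -2.19, PIK3C3 by -2.05, TSC1 by -1.81, LEPR by -1.57 and TSC2 by -1.35. EGFR was at least 6.07-fold lower, BCL10 at least 4.56-fold and RPS6KA1 at least 3.37-fold, since these probes no longer lay above background. Other probes of EGFR, BCL10, LEPR, RPS6KA1, SRC and TSC2 lay at or near background and did not pass the test. A further TSC1 probe fell by 1.57, and another, detected on all 6 controls, had -0.78 (adjusted p = 0.0615 in limma). The second EGFR and BCL10 probes were each detected on 1 of 3 knockdown arrays, and the other LEPR probes, detected on none, allow a bound of at least 1.35-fold and 1.13-fold lower. The probes of GSK3A, ITGB4, STK11 and WDR3 lay above background neither in the knockdown nor in its controls, so the arrays cannot show whether these transcripts fell. Across the knockdowns of other genes, 33 of 380 combinations of a target's probe and a knockdown had an adjusted p under 0.05 in limma, and only RPS6KB1 in the ITGB4 knockdown, with -1.31 (SE 0.09, adjusted p = 7.29e-17), changed by more than 1.

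**Figure D3:**
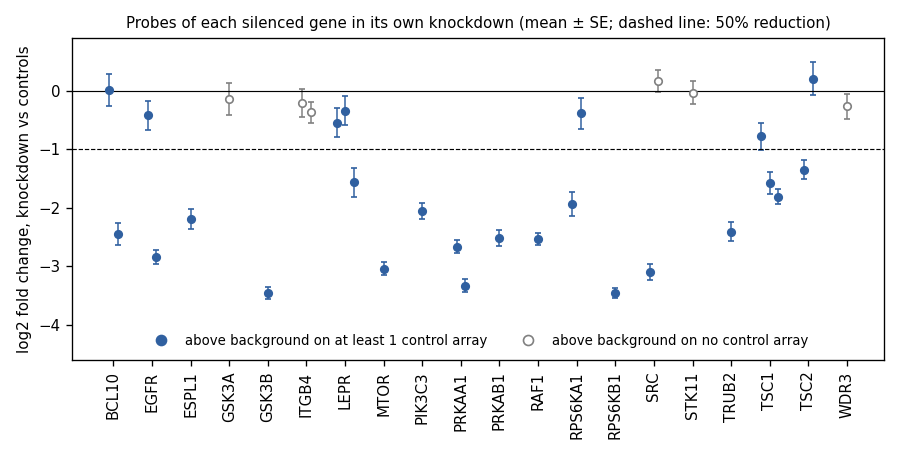
Log2 fold change of each probe of the silenced gene against the controls of its batch (mean ± SE of 3 arrays against 6), with a dashed line at -1 and open points for probes above background on no control array. GSK3B, RPS6KB1 and PRKAA1 reach -3.46, -3.45 and -3.33.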

For 13 of 20 genes specific microarray probes reflected a transcript reduction of more than 50%. In total 388 genes (see suplementary file S1) from all 20 gene silencing experiments were retrieved. 

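Most of the changed probes responded to a few of the silenced kinases. Of 30816 probes, 415 passed both thresholds in at least 1 knockdown, and they name 328 genes. Of these probes, 246 changed in 1 knockdown and 169 in several, and 233 changed only after silencing GSK3A, GSK3B or RAF1. Genes of the interferon-stimulated and MHC lists make up 52 of the 415. The supplementary file S1 holds 388 probes, of which 216 (55.7%) are among the 415 and 56 belong to the interferon and MHC lists. All 388 had an adjusted p under 0.05 from limma in at least 1 knockdown. Their largest change had a median of 1.57 and a lowest value of 0.75 on the log2 scale. The lowest change among them was that of SPP1, which encodes the secreted protein osteopontin, at -5.34 after silencing RAF1, and the highest that of OAS2, an antiviral enzyme, at 3.28 after silencing PIK3C3. The count of changed probes depends on the treatment of low signals. Without background correction 100 probes passed, 99 of them in the file, and from the authors' normalized table 104 passed, 102 of them in the file. In that table 385 probes passed a log2 change of 1, of which 304 are in the file. Without batch adjustment 748 passed, of which 218 are in the file. After ComBat with the sample types as covariate, 413 passed, and after ComBat without covariates 203. The paper's text does not name the covariates.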

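The relative changes fall into groups of genes with a shared function. Of the 380 tests of a list in a knockdown, 120 had an adjusted p under 0.05 from camera, 53 of them higher and 67 lower, and 79 kept it with an estimated correlation. Interferon-stimulated genes moved furthest. Their mean log2 fold change was -1.88 after silencing GSK3A, -1.88 after GSK3B, -1.41 after RAF1 and 1.37 after PIK3C3. Cell cycle genes fell in the knockdowns of several kinases of the AMPK and mTOR pathways, and not only there, since they were also lower with PIK3C3, RPS6KA1 and WDR3. The S phase list had a mean of -0.66 for PRKAA1 and -0.39 for RPS6KB1, and the mitosis list one of -0.52 and -0.45. AllStar lowered the mitosis list against mock as well (mean log2 difference -0.13). Silencing the tumor suppressor STK11 lowered S phase genes (mean log2 fold change -0.20), and 8 of 27 were lower and none higher (13 lower and none higher when adjusted over the list alone). Genes of the ATF4 response fell with RAF1 (mean log2 fold change -0.85), and were higher with BCL10, where 10 of 24 were higher and none lower (16 higher and none lower when adjusted over the list alone). After silencing TSC2, 4 of 24 were higher and none lower (12 higher and none lower when adjusted over the list alone). Replicate 1 of TSC2 had the lowest median signal of all arrays, 94.2 against 111 and 114 in its replicates 2 and 3. It also had the lowest share of probes detected (34.5%). Silencing BCL10 also raised genes of cholesterol and fatty acid synthesis (mean log2 fold change 0.24), and 5 of 24 were higher and none lower (10 higher and none lower when adjusted over the list alone). AllStar raised this list against mock as well (mean log2 difference 0.12). Histone genes were higher in the knockdowns of PRKAA1 (0.74), BCL10 (0.62), EGFR (0.53), RAF1 (0.53) and PIK3C3 (0.52). In batch 1, the AllStar controls lay below the mock controls for this list. Genes of the p53 response passed the test in no knockdown, with adjusted p = 0.583 for PRKAA1 and 0.488 for EGFR.

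**Figure D4:**
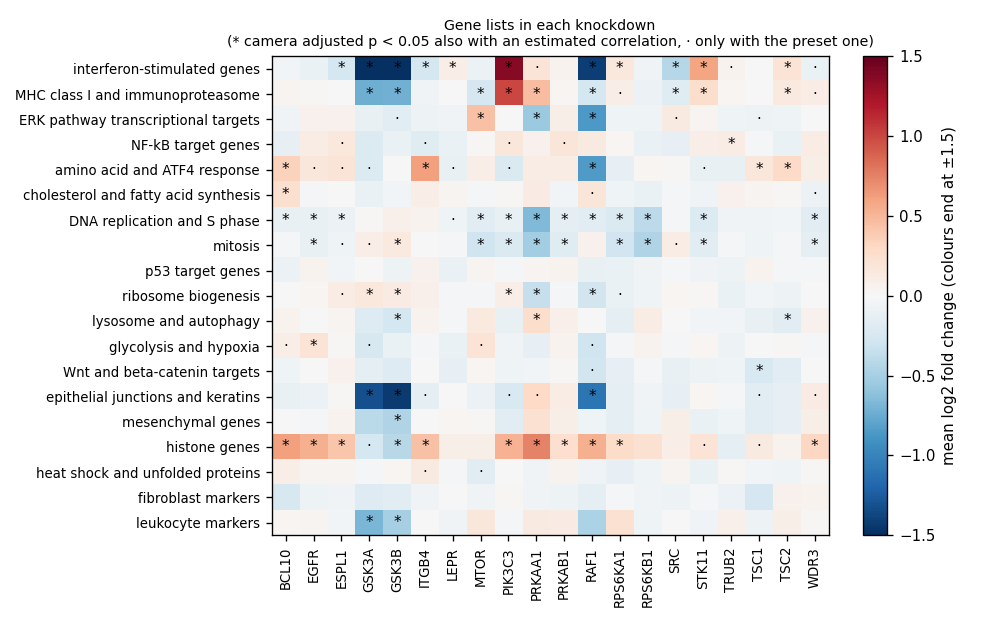
Mean log2 fold change over the measured genes of each list (vertical axis) in each knockdown (horizontal axis), as a color scale that ends at -1.5 and 1.5. Stars mark an adjusted p under 0.05 with both the preset and an estimated correlation and dots with the preset one alone.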

A heatmap of relative expression changes (log fold changes) of these genes is shown in Fig. 1B. For the following our focus was on the reconstruction of the network between the 20 perturbed genes, given the observed transcriptional responses.

### Network Reconstruction

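The genes of supplementary file S1 respond unevenly to the 20 knockdowns. Of the 388 probes, 80.2% had an unadjusted p under 0.05 in limma after silencing RAF1, 71.9% after PRKAA1, 71.6% after GSK3A and 70.4% after GSK3B. This share was 55.7% for MTOR and 51.8% for PIK3C3, 35.6% for EGFR, and lowest for TRUB2 with 18.3%. Over all 30816 probes the share was 22.4% for RAF1, 24.9% for PRKAA1, 14.4% for EGFR and 11.1% for TRUB2. At an adjusted p under 0.05, RAF1 changed 283 of the 388 (36 higher and 247 lower), PRKAA1 244 (126 and 118), GSK3A 236 (27 and 209), GSK3B 236 (23 and 213), MTOR 164 (98 and 66) and PIK3C3 142 (95 and 47). Fewer responded to RPS6KB1 (119), BCL10 (110), PRKAB1 (68), WDR3 (36) and TSC1 (20). In all, 2211 of the 7760 entries had an adjusted p under 0.05. The spread of the log2 fold changes over the 388 probes was largest for RAF1, with an SD of 1.01, and smallest for TSC1, with 0.23. The probes were chosen on these same samples, so these shares are not independent evidence of a response.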

After the previously described preprocessing and filtering of gene expression data raw p-values were summarized in a 20 × 388 matrix (Figure 3 in S2) and their densities estimated by fitting a mixture model (see Materials and Methods). These data were used to infer a causal network among the 20 silenced genes (henceforth referred as S-(silenced) genes) via Nested Effects Models (NEMs, see Materials and Methods). NEMs are a statistical learning method that aim at finding the most probable, unobserved signaling network given transcriptional response profiles of individual S-gene knockdowns. Edges in a NEM model indicate upstream/downstream relationships. Prior knowledge from several information sources (Gene Ontology, KEGG pathways, protein-protein interactions, protein domains, protein domain interactions) were used and probabilistically integrated at this step via our previously proposed Noisy-OR model^21^.

The whole NEM network reconstruction was repeated 1000 times while re-sampling from the set of 388 effect reporters (called E-genes in the following) with replacement, yielding a non-parametric bootstrap. The aim of such an approach is to assess the confidence by which individual edges can be learned from data. For the following we focused on edges that could be observed stably with more than 50% probability. The histogram of bootstrap probabilities for individual edges can be found in the supplements (Figure 4 in S2).

As consequence of our analysis we obtained a network (a graph of high confidence edges), which highlighted the possible interplay between EGFR and AMPK dependent signaling [Fig. 1A]. It is worth mentioning that the network reconstruction remained the same, even if different initial filtering criteria to our expression data were applied, indicating the robustness of our network.

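In a nested effects model, a gene lies upstream of another if its knockdown changes the reporter genes of the other. For 11 of the pairs that the paper links, the response profiles were therefore compared over the 388 probes of supplementary file S1, among the 190 pairs that 20 genes allow. Correlations are across probes, which are not independent replicates. Knockdowns of a batch share their controls, which alone makes profiles alike. The range that this gives was drawn 1000 times for groups without any change. Its central 95% reaches from 0.00 to 0.58 within batch 1, from -0.08 to 0.65 within batch 2 and from -0.18 to 0.18 between most groups of different batches. In knockdowns that changed probes, shared controls make up a smaller part of the profile than in such groups. An r inside the range therefore cannot show that shared controls alone gave it. For the same reason, a positive r below the range of a batch does not show that the responses were unlike. The pair with the closest profiles was GSK3B and GSK3A, with r = 0.94. EGFR and RPS6KB1, which the paper's text links, had r = 0.19 (rho 0.23), inside the range for unchanged groups, and r = 0.15 with separate controls for each. They changed 75 and 119 probes at an adjusted p under 0.05 in limma. Of these, 22 moved in the same direction and 6 in opposite directions, where 11.1 in the same direction would be shared by independent responses. Such expected counts, here and for other pairs, ignore the shared controls, which can also raise the overlap within a batch. They also ignore that the 388 probes were chosen for a change in these same knockdowns, and so do the ranges for unchanged groups. This choice can move both the overlap and r in either direction. The RPS6KB1 transcript did not pass the test after silencing EGFR, with a log2 fold change of 0.14 (adjusted p = 0.522). The paper reports a rise of the RPS6KB1 protein there, which transcript levels do not test. Over all pairs of knockdowns, the median r was 0.0976 for 100 pairs of different batches, 0.254 for 64 pairs of the same batch on different chips and 0.415 for 26 pairs on the same chip. From the edges that its nested effects models found stably under resampling, the paper proposes an interplay between EGFR- and AMPK-dependent signaling. It also sets the network against interaction databases, protein arrays and patient data. The paper's model takes densities of p-values, which carry no direction, together with prior knowledge. Probes that moved in opposite directions can thus count there as shared, so the signed comparisons here do not test the edges. The network was not inferred again here.

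**Figure D5:**
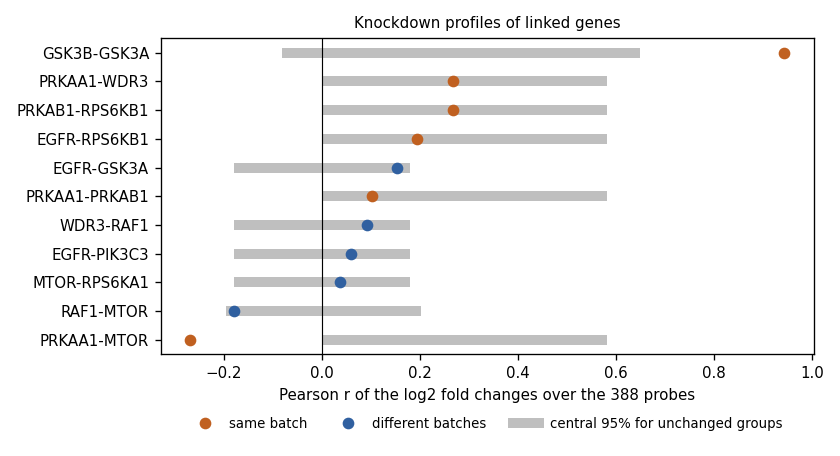
Pearson r of the log2 fold changes over the 388 probes (horizontal axis) for 11 pairs of knockdowns that the paper links (vertical axis), with gray bars for the central 95% of pairs of groups without change. GSK3B and GSK3A lie above their bar at 0.94, and PRKAA1 and MTOR lie below theirs at -0.27.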

### Network is in Agreement with Protein-Protein Interactions Reported in Databases

We checked the agreement of our inferred network with literature reported and high confidence predictions (confidence value larger 0.5) of protein-protein interactions taken from the STRING 10.0 database^22^. For this purpose we then mapped our silenced genes to the genome-wide protein-protein interaction networks and calculated shortest paths between them. This way we could find a mapping of each of our inferred edges to a pathway in the STRING database. Remarkably none of these pathways had more than two edges, i.e. there was at most one intermediate protein (Table 1 in S2).

One may ask, in how far such a result could have been expected by chance. In order to address this question we conducted a statistical permutation test: We randomly shuffled the node labels of the protein-protein interaction network 50,000 times. For each permuted network we then re-mapped our silenced genes and re-calculated shortest path distances. We then counted, in how many cases a shortest path between two mapped silenced genes in the permuted network was shorter than in the original one. This resulted into a p-value for each edge (Fig. 1A). The vast majority of the edges in our inferred network showed a significant p-value, thus demonstrating a significant agreement with known protein-protein interactions.

It is worth mentioning that several of the non-significant edges showed a high boostrap probability (e.g. *WDR*3 → *RAF*1). That means they appear as statistically stable patterns in our data, although the underlying biological mechanism cannot be uniquely identified.

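WDR3 encodes a WD-repeat protein of the nucleolus and RAF1 a kinase that starts the ERK cascade. Silencing RAF1 lowered targets of this cascade. Of 21 measured, 14 were lower and none higher (15 lower and none higher when adjusted over the list alone), with a mean log2 fold change of -0.86. The transcription factor gene FOS changed by -3.08 (SE 0.16, adjusted p = 2.97e-22), and SPRY4, a feedback inhibitor of the cascade, by -1.37 (SE 0.09, adjusted p = 1.72e-18). RAF1 itself did not pass the test after silencing WDR3. It had a log2 signal of 8.86 ± 0.05 (SD, n = 3) in the knockdown and 9.02 ± 0.08 (SD, n = 6) in the controls, a log2 fold change of -0.16 (adjusted p = 0.596). The list of ERK targets did not pass the test in this knockdown, with adjusted p = 0.982. Over the 388 probes the profiles of WDR3 and RAF1 had r = 0.09 (rho 0.03), inside the central 95% for groups without change, and 0.048 over all probes, above its range, which ends at 0.046. Of the 36 probes that responded to WDR3 and the 283 that responded to RAF1, 17 moved in the same direction and 3 in opposite directions, where 13.1 would be shared by independent responses. The RAF1 knockdown was measured in batch 2 and that of WDR3 in batch 1.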

We wondered, in how far the observed agreement of our network with STRING was reproducible when using an alternative database, namely HIPPIE^23^. HIPPIE comprises several other databases of literature reported protein-protein interactions, but does not contain any predictions. Only 14 out of our 20 silenced genes could be mapped to HIPPIE. All but two inferred edges between mapable genes showed a significant agreement with pathways in HIPPIE (Figure 5 in S2). Once again these pathways had all a short length (Table 2 in S2). Altogether our analysis thus demonstrates a good agreement of the inferred network with protein-protein interactions reported in databases.

Figure 1A and Figure 5 in S2, also depict direct protein-protein interactions that were found in STRING and HIPPIE, respectively, but show a bootstrap probability below 50% according to our data driven model. The number of these edges is comparably low, indicating a high coverage of reported protein-protein interactions by our network. It should be noted that a possible (but not necessary) reason for not finding a certain protein-protein interaction with high probability by our model is that indeed that interaction does not take place in our studied cell system.

### Interpretation of the Network

The inferred network presented some interesting relations among genes that have been discussed in literature: PRKAA1 (AMPK Subunit *α*) was found as one of the major upstream regulators of the inferred network. 

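Silencing PRKAA1, the catalytic α1 subunit of AMPK, lowered genes of DNA replication, mitosis and ribosome biogenesis and targets of the ERK pathway, and raised histone genes, genes of antigen presentation and lysosomal genes. Among S phase genes, 22 of 27 were lower and none higher (23 lower and none higher when adjusted over the list alone). CCNE2, the cyclin that drives entry into S phase, had a log2 signal of 6.98 ± 0.13 (SD, n = 3) in the knockdown and 9.13 ± 0.08 (SD, n = 6) in the controls, a log2 fold change of -2.15 (SE 0.10, adjusted p = 3.25e-23). RRM2, a subunit of the enzyme that makes deoxynucleotides, changed by -1.83 (SE 0.13, adjusted p = 4.93e-17). For mitosis, 23 of 30 were lower and none higher (28 lower and none higher when adjusted over the list alone), among them the kinesin genes KIF4A with -1.37 and KIF14 with -1.17. For ribosome biogenesis, 17 of 30 were lower and none higher (19 lower and none higher when adjusted over the list alone). These include UTP15, a factor for processing of ribosomal RNA, with -1.23. POLR3G, a subunit of RNA polymerase III, changed by -2.11 (SE 0.09, adjusted p = 3.23e-25). Of the ERK targets, 12 of 21 were lower and none higher (14 lower and 1 higher when adjusted over the list alone). EGR1, an immediate early transcription factor gene, changed by -1.64 (SE 0.13, adjusted p = 3.26e-15) and SPRY4 by -1.03.
Among the genes that rose, RHOB had a log2 signal of 9.05 ± 0.13 (SD, n = 3) in the knockdown and 6.06 ± 0.33 (SD, n = 6) in the controls. Of 13 histone genes, 10 were higher and none lower (11 higher and none lower when adjusted over the list alone), led by H2BC5 with 1.94 (SE 0.11, adjusted p = 8.96e-21). For MHC class I and the immunoproteasome, 9 of 14 were higher and none lower (11 higher and none lower when adjusted over the list alone), among them the peptide transporter gene TAP1 with 0.79 and PSMB9 with 1.44. For lysosome and autophagy, 12 of 23 were higher and 3 lower (13 higher and 3 lower when adjusted over the list alone). SQSTM1, the autophagy receptor p62, changed by 0.82 (SE 0.11, adjusted p = 4.85e-08) and the sialidase gene NEU1 by 0.78, whereas the protease gene CTSL fell by 0.67. Interferon-stimulated genes and epithelial genes passed camera with the preset correlation alone and not with an estimated one, at adjusted p = 0.0868 and 0.0777. Within the network, TSC1, a brake on mTOR, rose by 0.80 at its brightest probe. Its other probes had 0.64 (adjusted p = 0.0123), a call lost without PRKAA1 replicate 1 or 3 or mock replicate 3 of batch 1, and -0.07 (adjusted p = 0.913).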

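Silencing WDR3 and silencing PRKAA1 both lowered genes of DNA replication. In a comparison of these knockdowns, on the same chip and added after the lists had been seen, S phase genes were lower with PRKAA1 (mean log2 difference -0.49, 16 of 27 lower, adjusted p = 2.80e-09 from camera with an estimated correlation), and so were mitosis genes (-0.37, 16 of 30 lower, adjusted p = 6.67e-06). Silencing WDR3 lowered S phase genes (mean log2 fold change -0.17), and 5 of 27 were lower and none higher (8 lower and none higher when adjusted over the list alone). For mitosis, 4 of 30 were lower and none higher (9 lower and none higher when adjusted over the list alone). The ribonucleotide reductase gene RRM1 changed by -0.40 (SE 0.07, adjusted p = 6.76e-05) and the helicase gene MCM4 by -0.42 (SE 0.09, adjusted p = 0.00409). WDR3 takes part in making the small ribosomal subunit, and the list of ribosome biogenesis had a mean of 0.01 (adjusted p = 0.956). The AllStar controls of the same batch lay below the mock controls for mitosis by a mean log2 difference of -0.13. WDR3 itself lay above background in neither the PRKAA1 knockdown nor the controls. Over the 388 probes of supplementary file S1, the profiles of PRKAA1 and WDR3 had r = 0.27 (rho 0.32), inside the range of 0.00 to 0.58 for groups without change that share controls. With separate controls r was 0.22, and the covariance was 0.0586, against 0.00525 for groups without change. These values for unchanged groups ignore the chip, and both knockdowns were measured on 1 chip. Pairs on the same chip had a median r of 0.415, against 0.254 for pairs of the same batch on different chips, so an effect of the chip may contribute. Of the 36 probes that responded to WDR3, 63.9% moved in the same direction after silencing PRKAA1 (23 probes, and 2 moved in the opposite direction), where 11.3 would be shared by independent responses. The last value ignores their shared controls and chip.
Genes of the p53 response did not move as a group. After silencing PRKAA1, 3 of 17 were higher and 2 lower (3 higher and 2 lower when adjusted over the list alone), with an adjusted p = 0.583 from camera. CDKN1A, the cell cycle inhibitor p21, changed by -1.33 (SE 0.14, adjusted p = 5.18e-11), and TP53INP1 and TP53I3 rose by 0.99 and 1.02. MDM2 did not pass the test, with a log2 fold change of -0.43 (adjusted p = 0.190). After silencing WDR3, 1 of 17 was lower and 1 higher (the same when adjusted over the list alone), and CDKN1A had an adjusted p = 0.998.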

One of the inferred edges is PRKAA1 → WDR3. The WDR gene family has been found to play critical role in cell cycle and apoptosis and gene regulation^24^. WDR3 has been shown to be controlled via P53, and P53 in turn by PRKAA1 in cancer^25^. The inferred edge is thus in agreement with these findings.

PRKAB1 (AMPK Subunit *β*) is a regulatory subunit of the AMP-activated protein kinase, which was inferred to yield identical perturbation effects than PRKAA1 according to our data. These two subunits together influence the ribosomal protein kinase RPS6, which plays an important role in protein synthesis. This is reflected by the path PRKAA1 → PRKAB1 ↔ RPS6KB1 in our network. It has been shown that AMPK can further induce an effect on the RPS6K complex via mTOR in NSCLC^26^,^27^,^28^. 

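Silencing the AMPK subunits PRKAB1 and PRKAA1 shared a fall of cell cycle genes and differed at other genes. Silencing PRKAB1 lowered mitosis genes (mean log2 fold change -0.18), and 5 of 30 were lower and none higher (15 lower and none higher when adjusted over the list alone). KIF14 changed by -0.49 (SE 0.09, adjusted p = 0.000417) and the ubiquitin-conjugating enzyme gene UBE2C by -0.30 (SE 0.06, adjusted p = 0.00163). A comparison of the knockdowns of PRKAA1 and PRKAB1 was added after the lists had been seen. Mitosis and S phase genes were lower with PRKAA1, with mean log2 differences of -0.33 and -0.53 (adjusted p = 3.90e-05 and 2.80e-09 from camera with an estimated correlation), but the knockdowns lay on different chips. S phase genes fell by a mean of 0.14, and 2 of 27 were lower and none higher (8 lower and 1 higher when adjusted over the list alone). For mitosis, the AllStar controls of this batch lay below the mock controls by a mean log2 difference of -0.13. RRM1 changed by -0.40 (SE 0.07, adjusted p = 7.30e-05). CCNE2, one of the genes most lowered with PRKAA1, did not pass the test after silencing PRKAB1, with a log2 fold change of -0.01 (adjusted p = 0.986). HBEGF, a ligand of EGFR, rose by 0.84 (SE 0.10, adjusted p = 1.69e-07), and EGFR itself changed by -0.67 (SE 0.12, adjusted p = 0.000483). Neither subunit's transcript passed the test in the knockdown of the other, with a log2 fold change of 0.21 (adjusted p = 0.482) for PRKAA1 and a log2 fold change of -0.19 (adjusted p = 0.456) for PRKAB1. The paper reports lower PRKAB1 protein after silencing PRKAA1, which transcript levels do not test. In numbers, PRKAA1 changed 244 of the 388 probes at an adjusted p under 0.05 from limma and PRKAB1 68. Of the 68, 29 (42.6%) moved in the same direction and 18 in the opposite direction after silencing PRKAA1, where 21.5 in the same direction would be shared by independent responses. The correlation of the profiles was r = 0.10 (rho 0.14), inside the range for unchanged groups with shared controls, and 0.07 with separate controls. Against the mock controls alone r was 0.186, and against the control siRNA alone 0.148. Both lay below the ranges that unchanged groups with these shared controls give (0.191 to 0.698 and 0.195 to 0.696). In the other settings r lay inside its range. Shared controls make up a smaller part of the profile of PRKAA1, which changed many probes. An r below these ranges therefore does not show that the responses were unlike. The covariance was 0.0269, against 0.00525 for unchanged groups.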

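RPS6KB1 encodes the S6 kinase p70S6K, and its silencing lowered cell cycle genes. In a comparison of the knockdowns of RPS6KB1 and PRKAB1 added after the lists had been seen, mitosis and S phase genes were lower with RPS6KB1, with mean log2 differences of -0.27 and -0.25 (adjusted p = 8.37e-06 each from camera with an estimated correlation), but the knockdowns lay on different chips. For mitosis, 25 of 30 were lower and none higher (26 lower and none higher when adjusted over the list alone). UBE2C changed by -0.69 (SE 0.06, adjusted p = 1.40e-12), CDC20, an activator of the anaphase-promoting complex, by -0.73 and CDC23, a subunit of it, by -1.80 (SE 0.09, adjusted p = 3.78e-22). For S phase, 17 of 27 were lower and none higher (19 lower and 1 higher when adjusted over the list alone). CCNE2 changed by -1.81 (SE 0.10, adjusted p = 8.40e-20) and the thymidylate synthase gene TYMS by -0.64. The largest change besides RPS6KB1 was that of HSDL2, a gene of peroxisomal fatty acid metabolism, with -2.79 (SE 0.14, adjusted p = 4.92e-22). Within the network GSK3B changed by a log2 fold change of -0.76 (adjusted p = 3.66e-07). The PRKAB1 transcript did not pass the test after silencing RPS6KB1, with a log2 fold change of 0.00 (adjusted p = 0.999), and that of RPS6KB1 did not after silencing PRKAB1, with a log2 fold change of -0.18 (adjusted p = 0.337), or PRKAA1, with a log2 fold change of -0.21 (adjusted p = 0.0931). For PRKAB1 and RPS6KB1 the paper reports lower protein of each in the knockdown of the other. Transcript levels do not test this. The profiles of PRKAB1 and RPS6KB1 had r = 0.27 (rho 0.32), which lies in the range for unchanged groups with shared controls, and 0.21 with separate controls. The covariance was 0.0426, against 0.00525 for unchanged groups. They changed 68 and 119 of the 388 probes, of which 26 moved in the same direction and 6 in opposite directions, where 9.71 would be shared by independent responses. The last value ignores their shared controls.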

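Silencing MTOR and silencing PRKAA1 moved targets of the ERK pathway in opposite directions. After silencing MTOR, 13 of 21 were higher and 2 lower (13 higher and 2 lower when adjusted over the list alone), with a mean log2 fold change of 0.44. HBEGF changed by 1.62 (SE 0.10, adjusted p = 1.55e-18) and EGR1 by 1.07 (SE 0.13, adjusted p = 3.65e-09). PLAU, the urokinase gene, had a log2 signal of 11.18 ± 0.13 (SD, n = 3) in the knockdown and 8.44 ± 0.32 (SD, n = 6) in the controls, and the collagenase gene MMP1 rose by 1.95. Of the genes that fell, CDC42, which encodes a small GTPase, changed by -2.13 and MARCKS by -2.22. Mitosis genes were lower in both, and with MTOR 14 of 30 were lower and none higher (19 lower and none higher when adjusted over the list alone). MTOR itself did not pass the test after silencing PRKAA1, with a log2 fold change of 0.26 (adjusted p = 0.0988). Over the 388 probes of supplementary file S1 the profiles of PRKAA1 and MTOR had r = -0.27 (rho -0.31), below the range for groups without change, and -0.28 with separate controls. Of the 244 and 164 probes that responded, 86 moved in opposite directions and 31 in the same direction, where 51.9 in the same direction would be shared by independent responses. Over all probes r was 0.202, inside its range.
Silencing RPS6KA1, which encodes the ERK-activated kinase RSK1, lowered mitosis genes (mean log2 fold change -0.28), and 14 of 30 were lower and none higher (18 lower and none higher when adjusted over the list alone). The topoisomerase gene TOP2A changed by -0.57 and CENPF, a gene of the kinetochore, by -0.66. For S phase, 10 of 27 were lower and none higher (12 lower and 1 higher when adjusted over the list alone). MTOR changed by -0.64 (SE 0.11, adjusted p = 4.28e-05), whereas RPS6KA1 did not pass the test after silencing MTOR, with a log2 fold change of 0.13 (adjusted p = 0.854). The profiles of MTOR and RPS6KA1, from different batches, had r = 0.04 (rho -0.01), within -0.18 to 0.18 for groups without change. Of their 164 and 85 responding probes, 11 moved in the same direction and 10 in opposite directions, where 17.4 would be shared by independent responses.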

Our network contains the path PRKAA1 → mTOR → RPS6KA1 in agreement with these findings.

Subunits of Glycogen synthase kinase-3 (GSK3A and GSK3B) are known for their role in cell division, proliferation, motility and survival together with a number of pathological conditions including cancer^29^. 

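Silencing EGFR changed few genes strongly and raised histone genes and genes of glycolysis. LEPROT, which controls receptor traffic, changed by -1.89 (SE 0.10, adjusted p = 1.07e-20). Of 13 histone genes, 7 were higher and none lower (9 higher and none lower when adjusted over the list alone), with 0.95 (SE 0.12, adjusted p = 4.43e-07) for H2AC18, and the AllStar controls of this batch lay below the mock controls for this list by a mean log2 difference of -0.39. For glycolysis and hypoxia, 5 of 22 were higher and none lower (7 higher and none lower when adjusted over the list alone). The feedback inhibitor gene SPRY1 changed by -0.54 (SE 0.09, adjusted p = 5.25e-05), whereas EGR1 rose by 0.59 (SE 0.13, adjusted p = 0.00152). The list of ERK targets did not pass the test, with adjusted p = 0.129. The interferon-stimulated genes, which fell furthest with GSK3A and GSK3B, had a mean of -0.10 after silencing EGFR (adjusted p = 0.114). EGFR was silenced in batch 1, where these genes lay lower in the mock controls than with GSK3A and GSK3B in batch 2. The controls of batch 1 thus left less room for a fall, so these values do not show that the responses differ. GSK3B did not pass the test in the EGFR knockdown, with a log2 fold change of -0.06 (adjusted p = 0.878), and the GSK3A probe did not lie above background there. The profiles of EGFR and GSK3A, from different batches, had r = 0.15 (rho 0.23), within -0.18 to 0.18 for groups without change. EGFR changed 75 of the 388 probes of supplementary file S1 and GSK3A 236, of which 24 moved in the same direction and 16 in opposite directions, where 20.7 in the same direction would be shared by independent responses. Against the mock controls alone r was 0.187 and over all probes 0.099, both above their range, and without batch adjustment it was -0.01.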

Our network shows GSK3A and GSK3B subunits downstream of EGFR. This is in agreement with the understanding that EGFR stimulation leads to downstream activation of AKT, which in turn influences GSK3^30^,^31^ in normal and cancer cells. The GSK3 complex is activated via phosphorylation by EGFR altering the *Wnt* pathway components in NSCLC^32^. 

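Silencing GSK3A and silencing GSK3B changed many of the same genes. Both lowered interferon-stimulated genes, genes of antigen presentation and genes of epithelial junctions. A list of leukocyte markers was lower as well, with means of -0.68 and -0.50 and 3 of 8 measured genes lower in each (3 when adjusted over the list alone): CD14, CD68 and CD74. With GSK3A, of the interferon-stimulated genes, 34 of 38 were lower and none higher (34 lower and none higher when adjusted over the list alone), and with GSK3B 35 of 38 were lower and none higher (35 lower and none higher when adjusted over the list alone). MX1 had a log2 signal of 7.32 ± 0.20 (SD, n = 3) in the knockdown and 11.67 ± 0.19 (SD, n = 6) in the controls, a log2 fold change of -4.35 (SE 0.16, adjusted p = 3.22e-29). After silencing GSK3B it changed by -3.77 (SE 0.16, adjusted p = 2.01e-26). IFI27 changed by -3.68 and -3.47, and IFI44L was at least 7.99-fold lower with GSK3A and at least 8.25-fold lower with GSK3B. These genes also differed between the mock samples of the 2 batches. In the TSC1 knockdown, on the same chip, MX1 had a log2 fold change of -0.19 (adjusted p = 0.683). For MHC class I and the immunoproteasome, 13 of 14 were lower and none higher (14 lower and none higher when adjusted over the list alone) with GSK3A and 12 of 14 were lower and none higher (13 lower and none higher when adjusted over the list alone) with GSK3B. For epithelial junctions and keratins, 14 of 20 were lower and none higher (14 lower and 1 higher when adjusted over the list alone) with GSK3A and 14 of 20 were lower and none higher (14 lower and none higher when adjusted over the list alone) with GSK3B. CDH1 changed by -2.58 (SE 0.12, adjusted p = 6.62e-25) and -2.60 (SE 0.12, adjusted p = 7.12e-25), the keratin gene KRT19 by -2.07 and -2.24, and the epithelial surface antigen gene EPCAM by -2.08 and -2.43. Epithelial genes, too, were higher in the mock samples of the batch that holds these knockdowns.
GSK3 marks β-catenin for degradation, and the list of Wnt and β-catenin targets passed the test in neither knockdown. With GSK3A, 3 of 15 were lower and none higher (3 lower and 2 higher when adjusted over the list alone), with an adjusted p = 0.851, a mean of -0.13 and a median of 0.04. With GSK3B, 3 of 15 were lower and 1 higher (3 lower and 1 higher when adjusted over the list alone), with an adjusted p = 0.533. The feedback gene AXIN2 had a log2 fold change of 0.15 (adjusted p = 0.663) with GSK3A and a log2 fold change of 0.23 (adjusted p = 0.510) with GSK3B, and CCND1, the cyclin D1 gene, had a log2 fold change of -0.17 (adjusted p = 0.195) and a log2 fold change of 0.00 (adjusted p = 0.988). BAMBI, an inhibitor of BMP and TGF-β receptors, was at least 6.13-fold lower with GSK3A and changed by -2.76 (SE 0.21, adjusted p = 1.35e-15) with GSK3B. After silencing EGFR, the Wnt list had adjusted p = 0.956, and its inhibitor gene DKK1 changed by -0.44 (SE 0.08, adjusted p = 0.000348). The profiles of GSK3B and GSK3A over the 388 probes of supplementary file S1 had r = 0.94 (rho 0.92), above the range of -0.08 to 0.65 for groups without change. With separate controls, and without the interferon and MHC genes (332 probes left), r was 0.93 in each case. Each changed 236 of the probes at an adjusted p under 0.05 in limma, 202 of them in the same direction and 0 in opposite directions, where 116 would be shared by independent responses. Over all 30816 probes, 135 of the 171 and 168 changed by more than 1.5 were shared in the same direction. At the adjusted p alone it was 1559 of the 3579 and 2556, with 4 in opposite directions, where 297 would be shared by independent responses. The GSK3A transcript lay below background, and both knockdowns were measured on 1 chip. The RAF1 knockdown, on this chip too, had r = 0.63 with GSK3A and 0.64 with GSK3B. It also lowered interferon-stimulated and epithelial genes, so this response is not particular to the GSK3 genes.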

The inferred network maps this in terms of the relationship between the GSK3 complex and EGFR (EGFR → GSK3A ← GSK3B).

EGFR is an upstream activator of PI3K that is frequently altered in cancer^33^. In lung cancers harboring somatic activating mutations in EGFR, PI3-Kinase has been found to be activated by EGFR via a direct binding^34^,^35^. 

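PIK3C3 encodes VPS34, the class III phosphoinositide 3-kinase that acts in autophagy and endosomes. Its silencing raised genes of the interferon response and of antigen presentation and lowered genes of mitosis. Of the interferon-stimulated genes, 37 of 38 were higher and none lower (37 higher and 1 lower when adjusted over the list alone). IFI44L had a log2 signal of 10.71 ± 0.06 (SD, n = 3) in the knockdown and 7.64 ± 0.08 (SD, n = 6) in the controls, a log2 fold change of 3.07 (SE 0.11, adjusted p = 7.15e-29). USP18, which removes ISG15 from proteins, rose by 2.61, RSAD2, the antiviral enzyme viperin, by 2.44 and MX1 by 1.62. For MHC class I and the immunoproteasome, 12 of 14 were higher and none lower (13 higher and none lower when adjusted over the list alone). TAP1 changed by 1.70 (SE 0.09, adjusted p = 2.28e-20) and HLA-B by 1.52. For mitosis, 12 of 30 were lower and none higher (16 lower and none higher when adjusted over the list alone). The autophagy receptor gene SQSTM1 did not pass the test, with a log2 fold change of 0.16 (adjusted p = 0.484), and the lysosomal membrane protein gene LAMP2 fell, with -0.44 (SE 0.10, adjusted p = 0.00453). In the EGFR knockdown, PIK3C3 had a log2 fold change of 0.13 (adjusted p = 0.757), and IFI44L lay above background neither there nor in the controls of batch 1. The profiles of EGFR and PIK3C3 had r = 0.06 (rho 0.15), within -0.18 to 0.18 for groups without change from different batches, and 0.13 without the interferon and MHC genes. EGFR changed 75 and PIK3C3 142 of the 388 probes of supplementary file S1. Of these, 14 moved in the same direction and 4 in opposite directions, where 14.3 in the same direction would be shared by independent responses. Over all probes r was 0.07, above its range. Without batch adjustment r was -0.70, and interferon-stimulated genes were already higher in the mock samples of the batch that holds PIK3C3.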

Our network depicted this in terms of a direct edge between EGFR → PIK3C3.

BCL10 is a gene that is known to induce apoptosis and to activate NF-*κ*B^36^. The protein forms a complex with MALT1, which in turn has recently shown to be required for EGFR-induced NF-*κ*B activation and to contribute to EGFR-driven lung cancer progression^37^. RAF1 is a member of the PI3K/AKT signaling cascade, which is known to activate the mTOR pathway^38^. Hence, this is in agreement with our inferred edge RAF1 → mTOR. mTOR itself yields downstream effects on GSK3^39^, which is also consistent with our network.

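Silencing RAF1 and silencing MTOR moved several targets of the ERK pathway in opposite directions. After silencing RAF1, EGR1 changed by -2.64 (SE 0.13, adjusted p = 5.63e-24) and HBEGF by -2.65 (SE 0.10, adjusted p = 5.60e-28), whereas both rose after silencing MTOR. STC1, which encodes the hormone stanniocalcin, changed by -2.72 with RAF1 and 1.75 with MTOR, and without batch adjustment by -0.66 with MTOR. ID2, an inhibitor of differentiation factors, rose by 1.86 (SE 0.15, adjusted p = 7.48e-15) with RAF1 and fell with MTOR. Silencing RAF1 lowered the ATF4 response, which mTOR complex 1 is known to drive. Of its genes, 19 of 24 were lower and 1 higher (22 lower and 1 higher when adjusted over the list alone). ASNS changed by -1.37 (SE 0.10, adjusted p = 3.39e-16), and SLC7A5 and SLC3A2, the chains of an amino acid transporter, by -1.28 and -1.21. The list did not pass the test after silencing MTOR, with adjusted p = 0.600. Ribosome biogenesis also fell with RAF1, and 14 of 30 were lower and none higher (16 lower and none higher when adjusted over the list alone). Epithelial genes were lower, and 13 of 20 were lower and none higher (14 lower and none higher when adjusted over the list alone), with CDH1 at -1.90. ATF4 targets and epithelial genes were higher, and those of ribosome biogenesis lower, in the mock samples of the batch that holds RAF1. The MTOR transcript changed by -0.67 (SE 0.11, adjusted p = 4.42e-06) after silencing RAF1, from a log2 signal of 8.98 ± 0.23 (SD, n = 6) to 8.31 ± 0.18 (SD, n = 3). Over the 388 probes r was -0.18 (rho -0.12), inside the central 95% of -0.20 to 0.20 for groups without change, and -0.21 without the interferon and MHC genes, below its range. Of the 283 and 164 responding probes, 76 moved in opposite directions and 43 in the same direction, where 51.1 in the same direction would be shared by independent responses. It also lay below its range against the control siRNA only (-0.227), over all probes (-0.09), after ComBat with (-0.176) and without covariates (-0.113), and on leaving out MTOR replicate 3 (-0.201) or mock replicate 1 (-0.183), 2 (-0.187) or 3 (-0.186) of batch 2.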

### Protein Measurements Confirm Inferred Network Features

The response of 107 phospho and total protein concentrations to the knockdown of five selected network genes (EGFR, PRKAA1, PRKAB1, RPS6KB1, mTOR) was measured via Reverse Phase Protein Arrays (RPPA) (Materials and Methods, [Fig. 2]). The data were analyzed using limma. The knockdown for EGFR yielded an up-regulation of the protein kinase RPS6KB1 (Fig. 2A), which is located downstream of EGFR in our network (Fig. 1). The downstream relation EGFR → RPS6KB1 had been inferred with extremely high stability (100%) in our network and our observation at protein level validates this relation. The second knockdown was for protein kinase RPS6KB1 (p70S6K). RPS6KB1 and PRKAB1 form a cycle in our inferred network. Knockdown of RPS6KB1 yielded a ~ four fold down-regulation of PRKAB1 (Fig. 2B). Knockdown of PRKAB1 caused a four fold reduction of RPS6KB1 expression (Fig. 2D). Together this verifies a positive feedback loop between both proteins. Likewise, PRKAA1 knockdown yielded a ~2.8 fold down regulation of PRKAB1 (Fig. 2C), which is in agreement with our inferred edge *PRKAA*1 → *PRKAB*1.

The knockdown of mTOR yielded statistically significant (FDR <5%) expression changes of several network proteins (Fig. 2E). However, only the fold change of mTOR itself (around eight fold) was in a range that would usually be regarded as biologically meaningful. Hence, we abstain from interpreting these data further.

### Network Reconstruction is in Agreement with Patient Data

In order to establish the further relevance of our reconstructed network The Cancer Genome Atlas (TCGA) database was explored to look for patient samples with somatic mutations in lung adenocarcinoma (file S6), resulting in hits for 13 out of the 20 network genes under study. We extracted RNAseq data for these patients as well as for normal samples (*n* = 5). As expected, the number of patients carrying a specific somatic mutation varied rather significantly. We compared gene expression data of patients with a specific somatic mutation to normal samples using voom and limma^40^. This resulted in 97 to ~4300 differentially expressed genes per somatic mutation (FDR <5%). The heatmap of the union of these genes is shown in Figure 9 in S2).

In order to check the agreement of these data with our network we collected for each somatic mutation of one of the network genes all downstream genes, including attached transcriptional effect reporters (see details in Material and Methods). These genes thus comprise the effects predicted by our network. We then tested the overlap with these genes to the genes declared as differentially expressed according to our RNAseq data. The significance of the overlap was assessed using a hyper-geometric test. For 10 out of 13 tested somatic mutations, we could in this way establish a significant overlap with p-value <0.05 [Fig. 3]. This is a remarkable result given the large heterogeneity of patients, the different number of patients carrying a specific somatic mutation and the fact that combinations of somatic mutations may induce in a specific patient rather complex and non-linear changes of gene expression.

## Discussion

Targeted therapy of EGFR is well established for lung ADC, but frequently fails due to acquired drug resistances. Moreover, the existence of alternative signaling pathways could be responsible for an incomplete drug response or complete treatment failure, raising questions about additional treatment options. In that context, AMPK activation has been recently suggested as a possible way to sensitize cells to erlotinib^14^. Our present study aims to shed light on the possible underlying mechanism by focusing on the interplay between EGFR and AMPK dependent signaling cascades. We used siRNA based gene knockdowns together with gene expression profiling to gain insights into the network between 20 proteins, which according to previous experiments showed significant expression changes after AMPK activation and erlotinib treatment. Application of probabilistic network inference using Nested Effects Models yielded a number of high confidence edges, which are largely in agreement with the common literature and further experimental validation data, including protein measurements after siRNA perturbation. Remarkably, our network is also in agreement with patient gene expression and somatic mutation data.

A limitation of our network model is the restriction to 20 selected proteins. While the prior relevance of these proteins has been implicated in previous experiments in model systems^14^, their actual involvement into the human disease pathology is not guaranteed. Also other important proteins might play a role, which are not included into our network. In addition, all experimental data were generated in the context of the cell line H1650, its genome and its activation status of signaling molecules at a specific time point after pertubation. Further studies should focus on the dynamical aspect of signaling cascades by measuring data at several time points.

In summary, our approach allowed us to shed light on the interplay between EGFR and AMPK dependent signaling in a NSCLC model system.

## Materials and Methods

### Cell culture, Treatment and siRNA-based Gene Knockdowns

H1650 cells (2 × 105) were cultured in 2 ml RPMI-1640 medium on 6-well plates and transfected after 24 hours growth using Lipofectamine RNAiMAX Reagent (Life Technologies). Gene-specific siRNAs pools (Dharmacon) and non-template controls (40 nM) were transfected and harvested after 48 h (triplicates). RNA was isolated using the RNeasy Plus 96 Kit according to the manufacturer’s instructions. mRNA gene levels were determined by qPCR using Taqman assays (Life Technologies) and the Lightcycler system (Roche). Knockdown efficiency was determined by delta-delta Ct method using internal control genes (ESD and B2M) and the non-template control as reference sample. siRNAs and qPCR assays are shown in files S3 and S4.

### Reverse Phase Protein Array

H1650 protein lysates upon 72 h gene knockdown (PRKAA1, PRKAB1, EGFR, MTOR and RPS6KB1) were analyzed via Reverse Phase Protein Array as previously described^41^. Quantitative data is given in supplementary data (file S2, Figure 8).

### Limma Analysis

Limma is a linear modeling based technique, which employs an empirical Bayes estimate of the gene wise variance^20^. In this article gene expression was measured in triplicates in a control situation and after siRNA knockdown of a specific gene. Accordingly, a linear model with one factor describing the sample type (control, knockdown of gene 1, knockdown of gene 2, …) was fitted. Afterwards the contrasts to the control group were extracted.

### Estimating Perturbation Effects

P-values reflect the probability to obtain a test statistic at least as extreme as the one observed, given the null hypothesis is true. However, for our network reconstruction we are interested to quantify for each transcript the probability for its perturbance, which is a different quantity. In order to estimate these transcript specific perturbation effects a Beta-Uniform Mixture model (BUM) can be fitted to the observed p-value distributions^42^. The BUM model decomposes the observed p-value distribution into a uniform part (the null distribution) and a second part (the alternative distribution), represented itself by two Beta distributions. Based on the alternative distribution it is now possible to estimate the transcript specific perturbation effect. After applying this technique to each of our 20 gene silencing experiments, we arrived at a 20 × 388 matrix of p-value densities (Figure 3 in S2), which served as the input for the NEM inference explained in the next section.

### Nested Effects Model (NEM)

NEMs (Nested Effects Models) are a class of probabilistic graphical models used to reconstruct a pathway based on measurable downstream response profiles of individual gene knockdowns^15^,^43^. Gene silencing typically alters steady-state expression/activity levels of downstream transcripts^44^,^45^. Accordingly, a NEM has two components: the unknown and not directly observable system of silenced proteins (called S-genes) and the connection of these proteins to downstream effect reporters (E-genes, Fig. 4). NEM network inference is based on a data matrix *D* where *D*_*sk*_ is the effect on E-gene *k* for the knockdown of S-gene *s*. In our case the probabilities for these effects are quantified via p-values densities (see above). Based on the given data for any candidate network structure 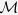 it is possible to calculate a marginal log-likelihood in polynomial time complexity^42^,^43^. This marginal log-likelihood serves as a score for each network structure.

The network score may degrade, if reporter genes are uninformative. We therefore applied a trick suggested by Tresch and Markowetz^46^. More specifically, an isolated, virtual S-gene *null* is added to the network structure. It has been demonstrated that this *null* node filters out irrelevant reporters effectively, because irrelevant reporters have a higher attachment likelihood to *null* than to any other S-gene.

Since the space of hypothetically possible network structures grows at least exponentially with the number of S-genes, heuristic algorithms are required to scan the space of possible candidate structures effectively. In our case we employed the Module Network learning algorithm^42^. The algorithm first splits the overall set of S-genes into smaller groups in a data driven manner. For these groups of S-genes the optimal network structure is found via exhaustive search. In a final step identified sub-networks (modules) are connected using a local search strategy.

The search in network space can be enhanced by incorporating prior knowledge. More specifically, the method proposed earlier by one of the authors^42^ allows to specify for each edge an a priori probability. Here these prior probabilities were estimated from several information sources using the Noisy-OR approach suggested in Praveen and Föhlich^21^. Details about the individual employed information sources can be found in text S2.

The output of the NEM learning procedure consists of a network between S-genes as well as estimated attachments of downstream effect reporters (E-genes). For the data used in this article estimated attachment probabilities are shown as a heatmap in Figure 6 in S2. Figure 7 in S2 gives another view on the data by depicting perturbation effects for each knockdown grouped by their most likely S-gene attachment. The plot specifically shows a larger group of reporters, which are most likely uninformative, i.e. assigned to *null*.

### Predicting Perturbation Effects with NEMs

The NEM models allows for qualitatively predicting the effect of a knockdown of each of the S-genes. According to the NEM model perturbation of a particular S-gene S is supposed to affect.

1. All S-genes reachable from S via directed edges, including S itself.
2. All E-genes attached to these S-genes.

Figure 4 depicts an example of the effects predicted by the silencing of S3 in a toy example with four S-genes.

## Additional Information

**How to cite this article**: Praveen, P. *et al.* Cross-talk between AMPK and EGFR dependent Signaling in Non-Small Cell Lung Cancer. *Sci. Rep.* **6**, 27514; doi: 10.1038/srep27514 (2016).

## Supplementary Material

Supplementary Dataset 1

Supplementary Information

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

## Figures and Tables

**Figure 1:**
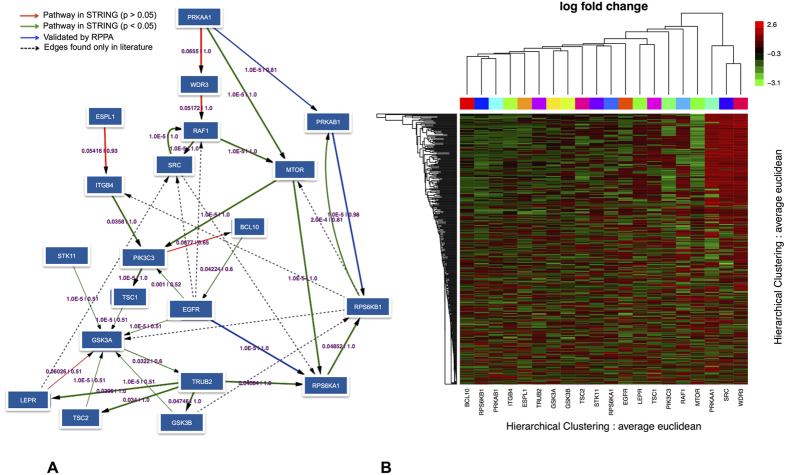
(**A**) High confidence edges (50% probability cutoff) showing the interplay between PRKAA1/PRKAB1 and EGFR dependent signaling. Edges indicate upstream/downstream relations. They may not correspond to direct, physical protein interactions. Edge thickness is drawn according to the level of edge confidence. Edge labels indicate the p-value according to the comparison with the STRING^22^ database (first number) as well as the level of edge stability (from 0 to 1, second number). Green edges indicate a nominell significant (p < 0.05) overlap with pathways from STRING (using only edges with confidence >0.5), while red ones do not. Blue edges are validated by protein expression data. Dashed black edges can only be found as protein-protein interaction in STRING, but are not present in our network. An additional complete validation of our network with protein-protein interactions from the HIPPIE database^23^ can be found in Figure 5 of supplemental file S2. (**B**) The heatmap shows the perturbation effects for individual gene silencings: rows = effects observed, columns = genes perturbed. The colors depicts log fold change for corresponding perturbations (green = down-regulation, red = up-regulation).

**Figure 2:**
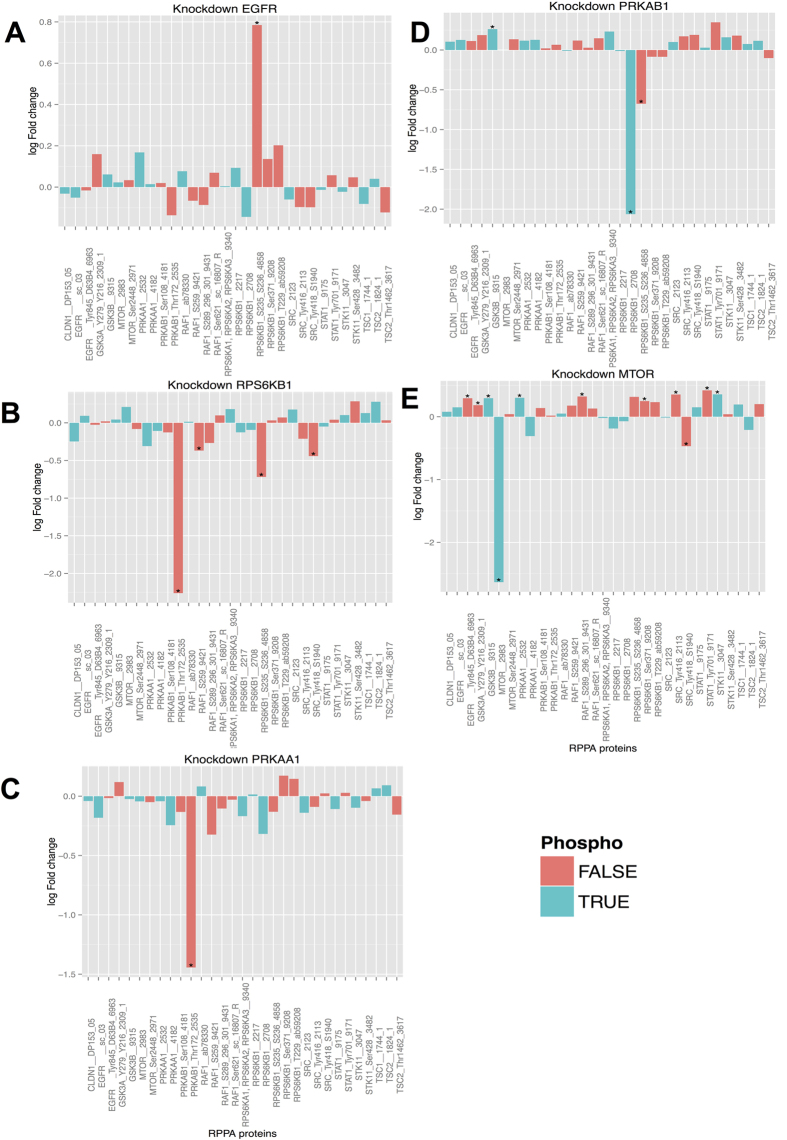
Protein log fold changes after different knockdowns. The RPPA technique is antibody based, and thus for one and the same protein different identifiers can appear on the x-axis. The employed antibody is indicated as part of the protein name. Bar colors indicate total (red) or phospho-protein (blue) concentration changes. A star (*) indicates a statistically significant result (FDR < 5%). Effects are given for knockdown of: EGFR (**A**), RPS6KB (**B**), PRKAA1 (**C**), PRKAB1 (**D**) and mTOR (**E**).

**Figure 3:**
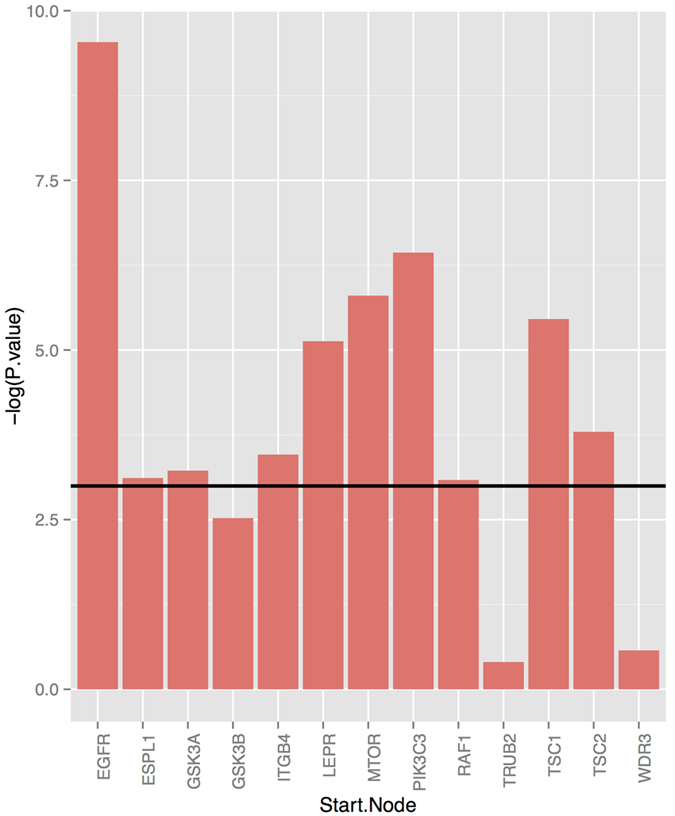
Agreement of inferred network with patient data. The X-axis shows S-genes, for which somatic mutations in patients were observed. The Y-axis depicts the significances (−log p-values) of the overlaps of expected effects on S and E-genes with observed effects (i.e. differentially expressed genes). The horizontal line shows a significance cutoff of 5%.

**Figure 4:**
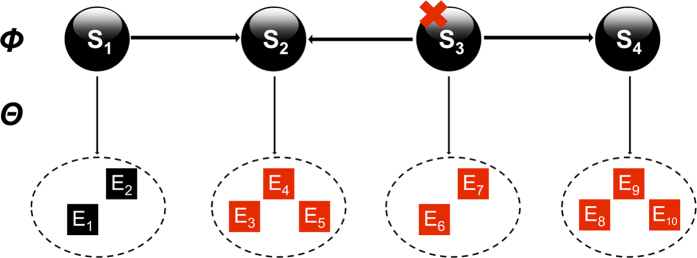
Idea behind Nested Effects Models. Perturbation of S-gene S3 is expected to yield measurable downstream effects on transcriptional reporters E6 and E7. Since S3 is at the same time upstream of S2 and S4, reporters attached to these S-genes are predicted to show an effect. On the other hand, perturbation of S4 does only effect reporters E8, E9, E10. NEM structure learning aims for reconstructing the wiring of the S-genes based on the observable effects on downstream reporters. The attachment of individual reporter genes is treated as an unkown nuisance parameter, which is integrated out, i.e. the network score averages over all possible attachment positions of individual reporters.

**Table 1:**
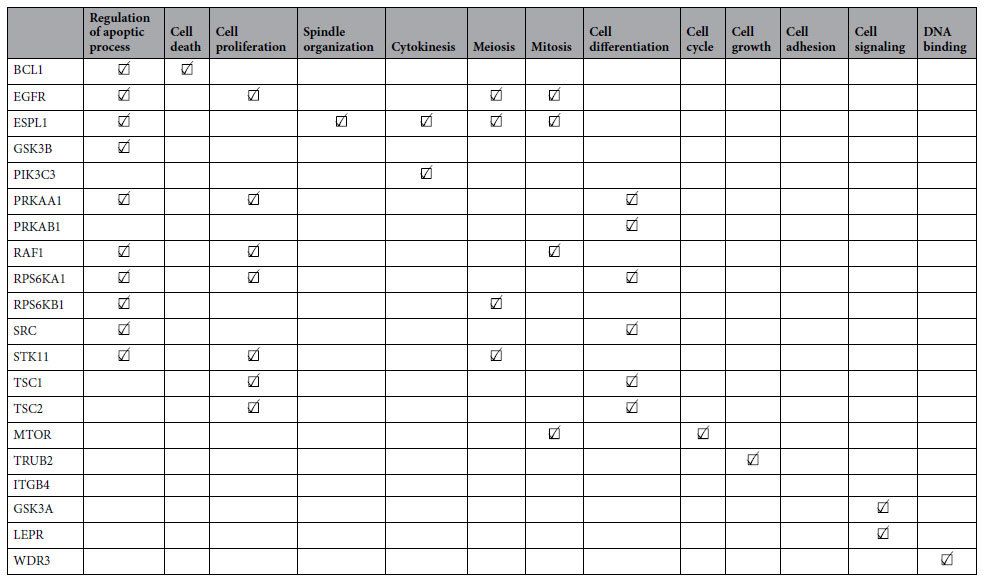
List of genes selected for siRNA based knockdown and annotated GO terms (biological processes).

Marked boxes indicate annotation with respective GO terms (full GO annotation in file S5).

How the deposited data were processed for this re-analysis (not part of the article)

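RNA from H1650 lung adenocarcinoma cells was measured on 72 Illumina arrays: 3 arrays for each of 20 siRNA knockdowns and 12 control arrays. The arrays were run in 2 batches of 10 knockdowns each. Every batch has 6 controls of its own, 3 mock transfections and 3 transfections with a control siRNA (AllStar in batch 1, DNTC in batch 2). Each of the 6 chips holds 12 arrays, and 4 knockdowns share a chip with controls. Conditions, batches and chips were taken from the sample labels and column headers, and replicate numbers from the titles.

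The first deposited table holds, for each probe and array, a signal that the scanner software averaged over beads, an intensity on a linear scale that the authors neither corrected for background nor normalized. Beside each signal the authors deposited a detection p-value, which compares it with negative control beads. In batch 1 this p-value is also small for signals below background (8.02 to 11.2% of probes on an array had a value under 0.01 there), and in batch 2 it never is. A second table holds an intensity per probe and array that the authors normalized, on a linear scale and within each batch, without aligning the batches. Its method is not stated beside it, and the log2 of its values correlates with the log2 of the raw signals of the same array at 0.992 to 1.00. The paper describes quantile normalization and a batch correction with ComBat, and does not name the covariates.

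The raw signals were processed in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. Of 47323 probes, 10 with a missing value were left out. Background was estimated from the detection p-values and removed with limma's neqc function at an offset of 16, which also quantile normalizes and takes log2. A probe counted as detected on an array at a detection p-value under 0.01 and a signal above the center of the background, and the 30816 probes detected on at least 3 arrays were tested. Probes were named by the reference annotation: 30110 of all probes have 1 gene, 8 have several and 17195 have none, of which 47 were named from supplementary file S1. The tested probes with a name number 20498, from 14916 genes.

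One limma model held all arrays, with 21 sample types and the batch as terms and 50 residual degrees of freedom, so that each knockdown is compared with the 6 controls of its batch and the spread is shared by all groups. The p-values were moderated with a prior of 3.27 degrees of freedom and adjusted within each knockdown (Benjamini-Hochberg). A probe counted as changed at an adjusted p under 0.05 and an absolute log2 fold change above 1.5, the thresholds of the paper. A target counted as reduced by more than 50% if any of its tested probes had a log2 fold change under -1. The controls were compared with each other in a model of 24 groups without a batch term. If a probe lay above background in only 1 of the groups compared, the change is given as a bound against the background level.

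Gene lists were tested with limma's camera at a preset correlation of 0.01, with 1 probe per gene (that with the highest mean), and adjusted over 380 combinations of 19 lists and 20 knockdowns. The test was repeated with a correlation estimated from the data. The lists are interferon-stimulated genes, MHC class I and immunoproteasome, ERK targets, NF-kB targets, the ATF4 response, cholesterol and fatty acid synthesis, S phase, mitosis, p53 targets, ribosome biogenesis, lysosome and autophagy, glycolysis and hypoxia, Wnt targets, epithelial junctions and keratins, mesenchymal genes, histones, heat shock, fibroblast markers and leukocyte markers. For 11 pairs of knockdowns, profiles were compared by Pearson r and Spearman rho over the 388 probes of supplementary file S1. The range for groups without change is the central 95% of 1000 draws of groups built from the residuals of whole arrays, with the controls shared as in the data. The 388 probes were not chosen anew in each draw.

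The genes named in the text follow a rule. They are the 20 silenced genes, every gene the paper names, members of the 19 lists, and for each knockdown up to 10 higher and 10 lower probes with the largest change among those past both thresholds whose 3 arrays all lie beyond the mean of the controls. Names outside it were chosen after their values were seen. The groups of samples, the tests, the lists, this rule and most alternatives were fixed before the data were examined. By then the gene names of supplementary file S1 had been read.

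The depth of an array shows in its signal over background. The median signal of an array was 116 to 143 in batch 1, over a background of 104.6 to 128.8, and 94.2 to 127 in batch 2, over a background of 81.2 to 105.9. Between 34.5 and 41.2% of probes were detected on an array. Any 2 arrays correlated with a median of 0.962 and at most 0.988, so no array is a copy of another. The pipeline was tested on simulated data with known changes. In the PRKAA1 comparison 28.4% of 67 probes changed by 0.5 on the log2 scale were called at an adjusted p under 0.05, 83.6% of 67 changed by 1 (1.49% also passed the threshold of 1.5) and 100% of 66 changed by 2. Of the unchanged probes 5 were called, and 0 of them with a change above 1.5. A simulated shift of -0.5 of the mitosis list in the WDR3 knockdown gave an adjusted p of 2.21e-96 in camera, and no other list was called. The simulated noise was drawn for each probe alone, without correlation between genes or an effect of the chip. The simulation therefore does not show how many false calls of probes or lists the real data give.

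The alternatives were no background correction, the authors' normalized values, no detection filter, parametric ComBat with and without the sample type as covariate, no batch adjustment, mock or control siRNA arrays alone as controls, the chip as a random block, the replicate number as a block, other thresholds, adjustment over all knockdowns together, the highest probe per target, all probes for the profiles, and leaving out each array in turn. ComBat was written out by hand, since its package was not at hand. Further alternatives were added after seeing the data: a normexp correction with an offset of 50, neqc with detection p-values of batch 1 made one-sided, a threshold of 1 on the log2 scale, the authors' values at lower thresholds, the 3 TSC1 arrays in place of controls, and results without interferon and MHC genes or without the knockdowns of GSK3A, GSK3B and RAF1. The correction with an offset of 50 was run first, because of the detection p-values of batch 1, and its results had been seen when the neqc correction set out at the start was kept as the main one.

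The nested effects models, the comparison with interaction databases, the protein arrays and the patient data of the paper were not analysed again. The qPCR values of supplementary file S3 are used only at the end. Levels of genes that differ between the sexes were not examined.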

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

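All tests of explanations in this part were chosen after the results they test had been seen. The results listed are of 3 kinds: an array far from the others of its group, a shift of a gene list in a knockdown that the paper does not report, and a difference between controls, which the paper does not compare. A shift of a list is given if it had an adjusted p under 0.05 from camera with both correlations and a mean log2 fold change of at least 0.5 in size.

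Among the 6 controls of each batch, 3 values lay far from the others by Dixon's test at its 95% value. The interferon-stimulated genes of AllStar replicate 1 had a mean log2 signal of 6.97, and those of the other controls of batch 1 lay between 7.04 and 7.08. DNTC replicate 1 had a median raw signal of 100.3 against 118 to 124.8 in the other controls of batch 2, and a background of 84.95 against 99.0 to 104.5. Chance gives about 1 in 20 such findings, or 2.2 in the 44 combinations of a group and a measure that were tested.

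The gene lists that shifted in a knockdown belong to a few programs. Interferon-stimulated genes had a mean log2 fold change of -1.88 for GSK3A, -1.88 for GSK3B, -1.41 for RAF1, 1.37 for PIK3C3 and 0.59 for STK11. For MHC class I and immunoproteasome it was -0.74 for GSK3A, -0.72 for GSK3B and 1.00 for PIK3C3. Epithelial genes fell, with -1.32 for GSK3A, -1.43 for GSK3B and -1.09 for RAF1, and so did leukocyte markers, with -0.68 for GSK3A and -0.50 for GSK3B, where 3 of 8 measured genes were lower each time. ERK targets had -0.56 for PRKAA1 and -0.86 for RAF1. The ATF4 response had 0.62 for ITGB4 and -0.85 for RAF1. With PRKAA1, the S phase list had -0.66 and the mitosis list -0.52. Histone genes rose in 5 knockdowns, with 0.62 for BCL10, 0.53 for EGFR, 0.52 for PIK3C3, 0.74 for PRKAA1 and 0.53 for RAF1.

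Between controls, 306 probes differed at an adjusted p under 0.05 in limma for AllStar against mock transfection, 12 for DNTC against mock transfection and 8231 for the mock transfections of batch 2 against batch 1. With 3 arrays against 3 there are 10 ways to split them, too few for a share under 0.05. The highest count of another split was 4, 1 and 3 in turn.

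The first pattern is the fall of interferon-stimulated genes in the knockdowns of GSK3A, GSK3B and RAF1, from a mean level of 9.33 in the mock controls to 7.44, 7.45 and 7.92, near the 7.07 of the mock controls of batch 1. The values argue against an effect of the chip that holds these arrays, since the TSC1 knockdown on it had a mean log2 fold change of -0.003, and against a fault that acts on probes by their level, since the lowest mean of 10000 random lists of matched level was -0.403. They argue against arrays of batch 1 under wrong labels: such an array detected at most 30.6% of 62 probes that all controls of batch 1 and none of batch 2 detect, and each knockdown array of batch 1 at least 80.6%. They also argue against an admixture of cells or RNA in the state of batch 1, since interferon-stimulated genes would need a larger share of it than probes that are lower in batch 2, by at least 55.1 percentage points between the quartiles. The 452 other probes higher in batch 2 lay between, with median shares of 33.6% for GSK3A, 34.0% for GSK3B and 34.9% for RAF1. Their upper quartiles were 74.0, 77.1 and 76.8%. A response to the silenced genes stays open as a hypothesis, beside effects of the siRNAs on other transcripts and a state of the cultures that these knockdowns share, which may differ from that of TSC1 and was not tested.

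The second pattern is the higher level of interferon-stimulated genes in the mock controls of batch 2, by a mean log2 difference of 2.27. A fault that acts on probes by their level is argued against, since the highest mean of 10000 random lists was 0.476. A signal that every array of batch 2 adds to these probes is argued against by the GSK3A, GSK3B and RAF1 arrays of that batch. Relative to the TSC1 arrays on the same chip, the list had a mean log2 difference of -1.88, -1.87 and -1.40. Of 38 genes, 34, 35 and 35 were lower at an adjusted p under 0.05 in limma. An effect of the arrays in proportion to the RNA and a difference in the RNA cannot be told apart. In the paper's qPCR the interferon-inducible gene B2M, relative to ESD, differed between the controls of the batches by -1.98 cycles (higher in batch 2). Its assay carries another name in each batch, and the controls give 2 values in batch 1 and 3 in batch 2. The design names no biological difference between the batches, so no biological explanation was tested, and the state of the cultures stays open.

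The third pattern is the rise of these genes with PIK3C3 and STK11. The values argue against a response to any transfected siRNA, since the highest mean among the other siRNAs of batch 2, leaving aside the 3 knockdowns above, was 0.207 (TSC2), below the 0.59 of STK11. Against a fault that acts by level stands the highest mean of random lists, 0.186 (0.119 for STK11). A response to the silenced genes stays open as a hypothesis. Sensing of these particular siRNAs or the state of the cultures may also contribute and was not tested.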

How the results depend on the processing

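Of the alternatives in this part, the normexp correction with an offset of 50, neqc with one-sided detection p-values, the threshold of 1, the authors' values at lower thresholds, the comparison with the TSC1 arrays, and the results without interferon and MHC genes or without the knockdowns of GSK3A, GSK3B and RAF1 were chosen after seeing the data. For the changes listed the cause was not tested, except where a setting itself uses fewer arrays or genes, the controls of both batches or a lower threshold. The signal limits what the arrays can show. The median signal of an array lay between 94.2 and 143, over a background of 81.2 to 128.8, and 34.5 to 41.2% of probes were detected, so falls of dim transcripts are bounds or cannot be seen. The chip limits the design. A fixed block for the chip gives no value for the 16 knockdowns whose chip holds no control and equals the reported value for the other 4. As a random block the chip was put in a model without the batch (correlation of arrays of a chip 0.287). The single-gene fold changes of those 16 knockdowns then equal the ones without batch adjustment, while those of ITGB4, MTOR, PIK3C3 and STK11, which share their chip with controls, differ.

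With neqc on one-sided detection p-values, all 37 main results and all 429 results for single genes and lists kept their direction and their side of the threshold, or stayed within 1.5 times for counts. Adjustment over all comparisons together and the highest probe per target left the counts of 415 and 16 as they were. The number of targets was 16 under the batch and control settings, 12 with the authors' values, 11 without background correction and 13 with an offset of 50. Of the 429 results, those that stayed the same numbered 424 without detection filter, 417 with an offset of 50, 416 without background correction, 411 with the authors' values, 407 and 396 after ComBat with and without covariate, 403 against control siRNA only, 392 against mock only, 313 with the chip as a random block and 306 without batch adjustment. A call was lost for 2, 2, 3, 1, 0, 17, 13, 9, 70 and 59 of them in this order. With the replicate block the counts of changed probes gave a union of 415, 34 main results stayed the same and 1 of 429 other results gained a call. Arrays with the same number do not deviate together, with a median correlation of 0.000856 in batch 1 and -0.000985 in batch 2.

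The treatment of low signals moved most counts of changed probes. Without background correction they were 1 for BCL10, 2 for EGFR, 2 for ESPL1, 45 for GSK3A, 44 for GSK3B, 0 for ITGB4, 0 for LEPR, 11 for MTOR, 20 for PIK3C3, 7 for PRKAA1, 0 for PRKAB1, 38 for RAF1, 0 for RPS6KA1, 2 for RPS6KB1, 1 for SRC, 0 for STK11, 0 for TRUB2, 0 for TSC1 and 100 in at least 1 knockdown, and DNTC differed from mock at 33 probes. The authors' normalized values gave 1, 2, 2, 44, 42, 0, 0, 11, 22, 7, 0, 41, 0, 2, 1, 0, 0 and 0 in the same order, 104 in at least 1 knockdown, 36 for DNTC against mock and 16235 for the mock controls of the batches. With an offset of 50 the counts were 1, 2, 2, 60, 59, 0, 0, 15, 25, 14, 1, 52, 0, 3, 2, 0, 0 and 0, and 132 in at least 1 knockdown. No detection filter gave 26 for DNTC against mock. The share of higher probes also moved. With MTOR it went from 22 higher and 19 lower to 3 and 8 without background correction and with the authors' values, and to 4 and 11 with an offset of 50. For PRKAA1 it went from 18 and 24 to 3 and 11 with an offset of 50 and to 8 and 23 after ComBat without covariates, and for SRC from 2 and 2 to 0 and 7 after the latter. At an adjusted p under 0.05 alone, the authors' values moved ITGB4 from 488 higher and 594 lower to 789 and 618, RPS6KB1 from 1102 and 1192 to 1858 and 1059, SRC from 495 and 573 to 896 and 494 and TSC1 from 448 and 220 to 428 and 395. A threshold of 1 on the log2 scale gave 1898 probes in at least 1 knockdown and one of log2(1.5) 7705, and with the authors' values the latter gave 2278.

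Without batch adjustment each knockdown is compared with the controls of both batches. The counts were then 86 for BCL10, 92 for EGFR, 108 for ESPL1, 76 for GSK3B, 104 for ITGB4, 109 for LEPR, 147 for MTOR, 198 for PIK3C3, 124 for PRKAA1, 71 for PRKAB1, 202 for RPS6KA1, 128 for RPS6KB1, 132 for SRC, 126 for STK11, 102 for TRUB2, 108 for TSC1, 143 for TSC2, 66 for WDR3 and 748 in at least 1 knockdown. As a random block the chip gave 75 for BCL10, 75 for EGFR, 96 for ESPL1, 63 for GSK3B, 63 for LEPR, 117 for PRKAA1, 48 for PRKAB1, 198 for RPS6KA1, 124 for RPS6KB1, 115 for SRC, 12 for STK11, 70 for TRUB2, 84 for TSC1, 124 for TSC2, 25 for WDR3 and 662 in at least 1 knockdown. In both settings r was -0.01 for EGFR and GSK3A, 0.787 for EGFR and RPS6KB1, 0.523 for PRKAA1 and PRKAB1, 0.6 for PRKAA1 and WDR3, 0.815 for PRKAB1 and RPS6KB1 and -0.225 for WDR3 and RAF1. For EGFR and PIK3C3 it was -0.701 without batch adjustment and -0.451 with the random block, for MTOR and RPS6KA1 -0.657 and -0.254, and for PRKAA1 and MTOR, then inside the range for unchanged groups, 0.232 and -0.065.

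These same settings reversed the direction of some results. The mean of the ATF4 list in ESPL1 went from 0.19 to -0.15, of interferon-stimulated genes in PRKAA1 from 0.19 to -0.95, of epithelial genes in PRKAA1 from 0.30 to -0.34, of MHC genes in EGFR from 0.01 to -0.29 and in RAF1 from -0.26 to 0.04, and of ribosome biogenesis in GSK3B from 0.12 to -0.05. ASNS in BCL10 went from 0.65 to -0.04, BIRC3 in BCL10 from -0.53 to 0.86, ATF5 in RAF1 from 0.45 to -0.30, IFI27 in TSC1 from -0.15 to 2.44, MX1 in TSC1 from -0.19 to 2.34 and a probe of PAK2 in WDR3 from -0.80 to 0.13. Without batch adjustment alone, STC1 in MTOR went from 1.75 to -0.66. No reversal can be read for IFI44L in EGFR (-1.69 in these settings), since its probe lay above background neither in that knockdown nor in the controls of batch 1. In these settings each of these knockdowns is compared with the controls of both batches. A difference between the controls of the batches thus enters the fold changes by design.

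ComBat without covariates gave 5 for BCL10, 65 for GSK3A, 69 for GSK3B, 1 for ITGB4, 1 for LEPR, 21 for MTOR, 23 for PIK3C3, 67 for RAF1, 2 for RPS6KA1, 7 for SRC, 1 for STK11, 1 for TSC1 and 203 in at least 1 knockdown, with r = 0.145 for EGFR and PIK3C3, 0.109 for MTOR and RPS6KA1 and -0.113 for RAF1 and MTOR, below its range. With the sample type as covariate r was 0.167 for EGFR and GSK3A, 0.052 for EGFR and PIK3C3, 0.033 for MTOR and RPS6KA1, 0.261 for PRKAA1 and WDR3, 0.265 for PRKAB1 and RPS6KB1, 0.106 for WDR3 and RAF1, and -0.176 for RAF1 and MTOR, below its range.

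Against the control siRNA only, the counts were 13 for EGFR, 7 for ITGB4, 5 for PRKAB1, 18 for RPS6KA1, 21 for RPS6KB1, 9 for SRC and 1 for TSC2, with r = -0.014 for MTOR and RPS6KA1, and 0.148 for PRKAA1 and PRKAB1 and -0.227 for RAF1 and MTOR, both below their range. Against mock only, they were 8 for SRC, 1 for STK11 and 1 for WDR3, and r lay above its range for EGFR and GSK3A (0.187) and below it for PRKAA1 and PRKAB1 (0.186). Without interferon and MHC genes 18 probes changed with PIK3C3 and 1 with STK11, since those genes make up the rest, and r was -0.211 for RAF1 and MTOR, below its range. Without the knockdowns of GSK3A, GSK3B and RAF1 182 probes changed in at least 1 knockdown. Against the TSC1 arrays, GSK3A changed 144, GSK3B 151 and RAF1 171, of which 136, 133 and 127 also changed against the controls. Over all tested probes r was 0.37 for EGFR and RPS6KB1, -0.026 for MTOR and RPS6KA1, 0.361 for PRKAA1 and WDR3, 0.401 for PRKAB1 and RPS6KB1, 0.202 for PRKAA1 and MTOR, inside its range, above their range, 0.099 for EGFR and GSK3A, 0.07 for EGFR and PIK3C3 and 0.048 for WDR3 and RAF1, and below its range, -0.09 for RAF1 and MTOR.

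Leaving out each array in turn gave these ranges of counts: BCL10 14 to 17, EGFR 7 to 10, ESPL1 6 to 10, GSK3A 169 to 201, GSK3B 164 to 174, ITGB4 3 to 5 (5 without its replicate 3), LEPR 2 to 4 (4 without its replicate 2 or DNTC replicate 1), MTOR 40 to 43, PIK3C3 47 to 55, PRKAA1 37 to 50, PRKAB1 2 to 4 (4 without mock replicate 3 of batch 1), RAF1 162 to 177, RPS6KA1 6 to 15 (11 without its replicate 2, 15 without 3), RPS6KB1 10 to 14, SRC 3 to 8 (8 without its replicate 2, 7 without 3), STK11 2 to 5 (5 without DNTC replicate 1, 4 without its replicate 1), TRUB2 1 to 3 (2, 3 and 2 without its replicates 1, 2 and 3, and 2 without mock replicate 1 of batch 2), TSC1 3 to 7 (7 without its replicate 3, 5 without DNTC replicate 1), TSC2 0 to 9 (1, 9 and 7 without its replicates 1, 2 and 3) and WDR3 0 to 1 (1 without its replicate 1). In at least 1 knockdown 413 to 447 changed, 16 to 16 targets were reduced and 114 to 121 lists shifted. AllStar differed from mock at 142 to 232 probes (186 without AllStar replicate 1, 163 without 2, 142 without mock replicate 3), DNTC at 0 to 105 (1 without DNTC replicate 2, 105 without 3, and 3, 0 and 5 without mock replicates 1, 2 and 3), and the mock controls of the batches at 7110 to 7417.

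The ranges of r were 0.138 to 0.177 for EGFR and GSK3A, 0.041 to 0.073 for EGFR and PIK3C3, 0.182 to 0.225 for EGFR and RPS6KB1, 0.933 to 0.945 for GSK3B and GSK3A, 0.013 to 0.063 for MTOR and RPS6KA1, -0.275 to -0.259 for PRKAA1 and MTOR, 0.06 to 0.172 for PRKAA1 and PRKAB1, 0.224 to 0.335 for PRKAA1 and WDR3 (0.335 without WDR3 replicate 1), 0.254 to 0.295 for PRKAB1 and RPS6KB1, 0.062 to 0.118 for WDR3 and RAF1 and -0.201 to -0.158 for RAF1 and MTOR. The last lay below its range without MTOR replicate 3 (-0.201) or mock replicate 1 (-0.183), 2 (-0.187) or 3 (-0.186) of batch 2. Of the genes and lists named at claims, RPS6KB1 passed in PRKAA1 without PRKAA1 replicate 2 (-0.29), and CCND1 passed in GSK3A without GSK3A replicate 1 (-0.26). At an adjusted p under 0.05 alone, the counts that moved by more than 1.5 times follow, with the replicate left out in brackets (that of the knockdown itself if no control is named). They were BCL10 985 (1), 1169 (3); EGFR 831 (2), 752 (3); ESPL1 874 (1), 813 (2), 769 (3); GSK3A 2314 (3); GSK3B 1649 (2); ITGB4 567 (1), 672 (2), 689 (3). Further ones were LEPR 105 (1), 189 (DNTC replicate 3); MTOR 1453 (3); PIK3C3 1000 (2), 767 (3); PRKAB1 453 (1), 496 (2), 490 (3); RPS6KA1 1382 (1); SRC 569 (1), 630 (3). The last were STK11 129 (2), 163 (3), 616 (DNTC replicate 1); TRUB2 147 (1), 216 (2); TSC1 282 (1), 260 (2); TSC2 526 (1), 1301 (3); WDR3 285 (1), 295 (2), 247 (3). Over all results for single genes and lists, 3698 values stayed the same when an array was left out, 60 lost a call, 15 gained one and 88 moved.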

Differences from the paper's values

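No value that the paper states and that was computed again differs by more than 1.5 times. At the paper's thresholds 415 probes changed in at least 1 knockdown, against the paper's 388, and 16 targets had a probe reduced by more than 50%, against the paper's 13. Of the alternatives set before the data were examined, those within 1.5 times of the paper's 388 were ComBat with the sample type as covariate (413), control siRNA arrays only (456), mock arrays only (454), no detection filter (414), the replicate number as a block (415) and adjustment over all comparisons together (415). Outside it were ComBat without covariates (203), the authors' normalized values (104), the chip as a random block (662), no background correction (100), no batch adjustment (748) and a threshold of log2(1.5) (7705). The targets were counted in these settings other than the adjustment over all comparisons and the threshold of log2(1.5). The counts ran from 11 to 16, each within 1.5 times of the paper's 13. The setting that reaches the paper's 13 targets is a normexp correction with an offset of 50, which was chosen after seeing the values. At the paper's thresholds it calls 132 probes and drops all but 130 of the 388 in supplementary file S1. The authors' normalized values with a log2 threshold of 1, also chosen after seeing the values and below the paper's threshold, call 385 probes and drop all but 304 of the 388. With log2(1.5) as the threshold, again chosen after the values were seen, those values call 2278 probes and drop none of the 388.

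The probes called here are not all those of the paper. Of its 388 probes, 216 (55.7%) passed both thresholds here, and all 388 passed an adjusted p under 0.05 in limma in at least 1 knockdown. The main values at a log2 threshold of 1 call 1898 probes with 358 of the 388 among them, and at log2(1.5) 7705 probes with all 388.

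The heatmap of Fig. 1B sets the knockdowns of PRKAA1, SRC and WDR3 apart from the rest, with higher values for most genes. Over the same 388 probes, 126 were higher and 118 lower at an adjusted p under 0.05 for PRKAA1, 25 higher and 53 lower for SRC, and 18 higher and 18 lower for WDR3. When knockdowns were grouped by the correlation of their profiles, SRC and WDR3 fell with MTOR and most others of batch 1, and PRKAA1 with PIK3C3, STK11 and others of batch 2. RAF1, GSK3A and GSK3B formed the third branch. The figure uses distances and not correlations. GSK3A and GSK3B lie side by side in the figure as well.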

Other observations

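BCL10 links receptors to NF-kB, and its knockdown lowered several targets of this factor without a shift of the list. NFKBIA, an inhibitor of NF-kB, changed by -0.60 (SE 0.11, adjusted p = 0.000222) and BIRC3, an inhibitor of apoptosis, by -0.53 (SE 0.11, adjusted p = 0.000449). The chemokine gene CXCL1 had -0.84 (adjusted p = 0.00965) and CXCL8 was at least 1.77-fold lower, whereas TNFAIP3 had 0.80 (adjusted p = 0.0457). CXCL1 no longer passed without BCL10 replicate 1 (-0.79) or 2 (-0.72), and TNFAIP3 no longer passed without BCL10 replicate 1 (0.61), 2 (0.92) or 3 (0.86), AllStar replicate 1 (0.82) or 3 (0.82), or mock replicate 1 (0.72) or 3 (0.70) of batch 1. BIRC3 turned to 0.86 without batch adjustment. Of 17 genes 4 were lower and 1 was higher (the same counts when adjusted over the list alone), with a mean of -0.13 and an adjusted p of 0.177. The transcription factor gene NFAT5 fell in this knockdown, with -1.68 and -1.85 at its probes, and so did LRRC58 (-1.85), the membrane protein gene TMEM64 (-1.71) and the ubiquitin protease gene USP48 (-1.66).

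Silencing TSC1 lowered Wnt targets (mean log2 fold change -0.23), and 1 of 15 was lower and none higher (5 lower when adjusted over the list alone). In the TSC2 knockdown genes of lysosome and autophagy were lower (mean log2 fold change -0.16), with 1 of 23 lower and none higher (8 lower when adjusted over the list alone). Its interferon-stimulated genes were higher (0.21), with 5 of 38 higher and none lower (12 higher when adjusted over the list alone). Replicate 1 of TSC2 had the lowest median signal of all arrays. Interferon-stimulated genes were lower with ESPL1 (-0.26), where 12 of 38 were lower and none higher (15 lower when adjusted over the list alone), and with ITGB4 (-0.26), where 11 were lower and none higher (15 lower when adjusted over the list alone). Silencing GSK3B also lowered mesenchymal genes (mean log2 fold change -0.45), with 5 of 19 lower and none higher (6 lower when adjusted over the list alone), histone genes (-0.42), with 6 of 13 lower, and lysosomal genes (-0.26), with 4 of 23 lower (7 lower for each when adjusted over the list alone). MHC genes fell with MTOR (-0.25), and 4 of 14 were lower and none higher (5 lower when adjusted over the list alone). Heat shock genes passed camera with the preset correlation alone, at an adjusted p of 0.0120 for ITGB4 (0.0703 with an estimated correlation) and of 0.0240 for MTOR (0.0959). Fibroblast markers passed in no knockdown by camera, with 7 genes measured and 0 called in each. Their lowest p-values were 0.193 (BCL10) and 0.216 (TSC1) before adjustment, or 0.337 and 0.359 adjusted.

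Genes with large changes at no claim of the paper include, for PRKAA1, PRRG2 with 2.31, EFNB2 with -2.41 and RGS4 with -2.36. For MTOR they include CITED1 with 2.08, NTAQ1 with -2.73 and RAI14 with -2.05. With RAF1, TMEFF2 changed by 2.48 and EMP1 by -2.12. GSK3A lowered TACSTD2 (-3.03), CEACAM1 (-3.12) and SERPINA3 (-3.04). RPS6KB1 lowered UCP2 (-1.77) and SAR1A (-1.73), and EGFR lowered C6orf120 (-1.71) and NHLRC3 (-1.68). For PAK2 the probes disagree. A probe had -2.03 with BCL10, -2.15 with EGFR, -2.44 with ESPL1, -1.24 with PRKAB1 and -0.80 with WDR3 (0.13 without batch adjustment for WDR3), while another detected probe had -0.15, -0.03, 0.04, 0.20 and 0.17 in this order, none of which passed, and the remaining probe did not lie above background, so a fall of the PAK2 transcript is not shown.

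The qPCR of supplementary file S3 is a separate measurement. The paper's values for the RNA left of the silenced gene range from 1.83 to 16.3% over the 20 knockdowns, and relative to ESD alone they range from 2.05 to 15.1%. For 3 knockdowns the value moved by more than 1.5 times with ESD alone, from 12.2 to 6.28% for GSK3B, from 14.7 to 8.56% for GSK3A and from 16.3 to 10.2% for RAF1. The file also holds B2M, a gene that interferon raises and that serves as a reference there. ESD values above 35 cycles were left out. The file names its controls AllStar in both batches, whereas the control siRNA on the arrays of batch 2 is DNTC. Relative to ESD, B2M took 1.68 more cycles with GSK3A than in the controls of its batch, 1.87 more with GSK3B and 1.23 more with RAF1, so its RNA was lower. The difference was 0.41 for TSC1 and -1.02 for PIK3C3. For STK11 it was 0.09, not apart from the controls, and B2M did not pass there on the arrays either (log2 fold change 0.03, adjusted p = 0.948), although interferon-stimulated genes were higher in this knockdown. In the controls B2M minus ESD was -1.38 cycles in batch 1 (n = 2) and -3.36 in batch 2 (n = 3), with assays of different names.

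All tests in this paragraph were chosen after the counts had been seen. They ask whether other groups of 3 from the 3 knockdown arrays and the 6 controls of the batch, which make 84 groupings with the real one, give as many changed probes. No other grouping was as large for these knockdowns, given with the real count and the highest other one: BCL10 (15 and 1), EGFR (7 and 1), ESPL1 (8 and 0), GSK3A (171 and 46), GSK3B (168 and 19), ITGB4 (3 and 0), MTOR (41 and 3), PIK3C3 (52 and 1), PRKAA1 (42 and 4), PRKAB1 (2 and 1), RAF1 (165 and 9), RPS6KA1 (6 and 1), RPS6KB1 (10 and 1), SRC (4 and 1) and TSC1 (3 and 1). The share is under 0.05 there, without adjustment over the knockdowns. The counts include probes of the silenced gene itself. For knockdowns without controls on their chip, the real grouping also separates chips, so an effect of the chip is not excluded. Chance is not excluded for STK11 (2 and 9, with 3 of 84 groupings as large), TRUB2 (1 and 1, with 4 of 84, and its only probe is that of TRUB2) and LEPR (2 and 5, with 6 of 84). The test says nothing for TSC2 (0 and 6) and WDR3 (0 and 1), because limma called no probe there (4645 and 3611 with an unadjusted p under 0.05) and all 84 groupings reach a count of 0. At an adjusted p under 0.05 alone, WDR3 had 530 probes and the highest other grouping 414 (1 of 84 as large), and TSC2 had 835 and 890 (2 of 84). For the probes changed in at least 1 knockdown (415, highest other 176) and the shifts of lists (120, highest other 81), the real grouping gave the highest count of 100 draws. At this threshold some groupings exceeded the real one for other knockdowns too: STK11 had 1528 against 343, LEPR 653 against 289 and GSK3A 3615 against 3579. In each of these, and for TSC2, the group of 3 held DNTC replicate 1, so the counts of these knockdowns also carry a structure of the samples.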
